# Human umbilical cord blood-derived MSCs trans-differentiate into endometrial cells and regulate Th17/Treg balance through NF-κB signaling in rabbit intrauterine adhesions endometrium

**DOI:** 10.1186/s13287-022-02990-1

**Published:** 2022-07-15

**Authors:** Qing Hua, Yong Zhang, Hongjuan Li, Haoran Li, Ranran Jin, Li Li, Yuancui Xiang, Meng Tian, Jingjing Wang, Lei Sun, Yali Wang

**Keywords:** Intrauterine adhesion (IUA), Human umbilical cord blood-derived mesenchymal stem cells (hUCB-MSCs), scRNA-seq, Trans-differentiation, NF-κB signaling

## Abstract

**Purpose:**

The fundamental cause of intrauterine adhesions (IUAs) is the destruction and reduction in stem cells in endometrial basal layer, resulting in endometrial reconstruction very difficult. The purpose of this study was to investigate the effects and underlying mechanism of human umbilical cord blood-derived mesenchymal stem cells (hUCB-MSCs) on the endometrial reconstruction after transplantation.

**Methods:**

hUCB-MSCs were isolated and identified by flow cytometry, osteogenic, adipogenic and chondrogenic differentiation assays. The rabbit IUA models were established and set five groups (control, 14/28th day after surgery, estrogen and hUCB-MSCs treatment). The number of endometrial glands and the fibrosis rate were evaluated using HE and Masson staining, respectively. Endometrial proliferation, angiogenesis and inflammation were evaluated by immunohistochemical staining of ER, Ki-67and TGF-β1, respectively. Single-cell RNA sequencing (scRNA-seq) was applied to explore the cell differentiation trajectory after hUCB-MSCs transplanted into IUA endometrium. Finally, molecular mechanism of hUCB-MSCs repairing damaged endometrium was investigated by RNA sequencing, qRT-PCR and Western blot assays.

**Results:**

After transplantation of the hUCB-MSCs, the increase in endometrial gland number, estrogen receptor (ER) and Ki-67 expression, and the decrease in fibrosis rate and TGF-β expression (*P* < 0.05), suggested the endometrial repair, angiogenesis and inflammatory suppression. The therapeutic effect of hUCB-MSCs was significantly improved compared with 28th day after surgery and estrogen group. ScRNA-seq demonstrated that the transplanted hUCB-MSCs can trans-differentiate into endometrial cells: epithelial, fibroblast and macrophage. RNA sequencing of six IUA samples combined with qRT-PCR and Western blot assays further revealed that hUCB-MSCs may regulate Th17/Treg balance through NF-κB signaling, thus inhibiting the immune response of damaged endometrium.

**Conclusions:**

Our study demonstrated that hUCB-MSCs can repair damaged endometrium through trans-differentiation, immunomodulatory capacities and NF-κB signaling, suggesting the treatment value of hUCB-MSCs in IUA.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13287-022-02990-1.

## Introduction

In women of reproductive age, severe injuries to the endometrium are often accompanied by intrauterine adhesion (IUA), which can result in menstrual disorders, dysmenorrheal, amenorrhea, recurrent spontaneous abortion and infertility [1, 2]. Currently, the gold standard treatment for IUA is hysteroscopic resection of the adhesions [3], followed by estrogen therapy to stimulate regeneration of the endometrium [4]. This treatment strategy is useful for patients with mild-or-moderate disease severity but not effective for severe IUAs [5]. The recurrence rate of severe IUA is up to 62.5% [1, 3], and the postoperative pregnancy rate is only 33.3% [6]. Current treatments can only temporarily restore the anatomy of the uterine, but cannot restore the structure and function of the endometrium. Due to impaired revascularization and ischemia in severe IUA [7], the clinical effects of these medications that promote blood perfusion such as aspirin and granulocyte colony-stimulating factor are limited [8, 9].

The cellular and molecular pathogenesis of IUA remains obscure and controversial. Some studies suggested that fibroblasts are activated by CTGF (connective tissue growth factor) through TGF-β after endometrial injury and then produce excessive fibrillar collagen, which inhibit the normal regeneration of endometrial mesenchymal stem cells [10, 11]. Studies also found that the expression of NF-κB in IUA endometrium was significantly higher than that in normal endometrium, which can promote the occurrence of endometrial inflammation [12]. Besides, damaged endometrial cells can promote Th2 immune response to promote fibrosis [13]. Thus, these cellular changes and molecular pathways may provide potential clues for new treatment of IUA to reverse inflammation and promote endometrial regeneration.

Although many methods have been used to treat severe IUA, the high recurrence rate and endometrial thinning limit the therapeutic effect. Therefore, how to regenerate the damaged endometrium and restore its function is an important problem and great challenge for IUA treatment. Recently, cell therapy for IUA is promising in the treatment of endometrial dysfunction [14]. Mesenchymal stem cells (MSCs) are considered to be an ideal cell type for tissue regeneration due to their high potential differentiation, self-renewal and immune regulation [15]. At present, the animal and clinical trials of MSCs in IUA treatment have been abundantly carried out, showing the ability of obvious endometrial repair and regeneration for MSCs [16]. Although MSCs have demonstrated to be a promising cell therapy in IUA treatment, these studies are still in the experimental research stage, and its advantages over estrogen therapy and the exact mechanism of treatment are worthy of further investigation.

Cord blood contains both hematopoietic and non-hematopoietic cells, of which mesenchymal stem cells are a very small percentage of non-hematopoietic cells. They can be considered as “very young” and have the potential for multilineage differentiation [17]. Human umbilical cord blood-derived MSCs (hUCB-MSCs) have been regarded as a favorable source for cell-based therapies because of their easy collection, low immunogenicity, and high proliferative potential. hUCB-MSCs have been used in the treatment of type I diabetes [18], osteoarthritis [19], acute graft-versus-host disease [20], etc. However, few studies have reported the application of hUCB-MSCs in endometrial repair.

In the present study, we used hUCB-MSCs to treat rabbit IUA model and explored the underlying therapeutic mechanisms. We used scRNA-seq to determine whether hUCB-MSCs transplanted into endometrium differentiate into endometrial cells and used RNA sequencing to investigate the role of immunoregulation and signaling pathway during hUCB-MSCs transplantation.

## Materials and methods

### Ethics

This study was approved by the Ethics Committee of Zhengzhou Central Hospital Affiliated to Zhengzhou University (ethics number: 202126). All experimental procedures in rabbits were conformed with the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health (NIH Publication No. 85-23, revised 1996). Sexually mature female New Zealand Rabbit (2800–3000 g) at the age of 14–16 weeks were purchased from Pizhou Dongfang Breeding Co., Ltd. (permit number: SCXK (su) 2017-0002), Jiangsu, China. All rabbits were fed rabbit chow and water ad libitum under temperature-controlled environment at 25 °C with a 12-h light and dark cycle for 1 week.

### Isolation of hUCB-MSCs

Umbilical cord blood samples (about 50 mL each) with anticoagulant (EDTA) were collected from umbilical cord vein. Mononuclear cells (MNCs) were isolated by density gradient centrifugation for 30 min at 400 g and washed 3 times in PBS (Beyotime). The isolated MNCs were plated in 75cm^2^ cell culture flask containing mesenchymal stem cell basal medium (Yocon, China) and incubated at 37 °C in a humidified atmosphere of 5% CO_2_. Around the tenth day of culture, we can see adherent cells, while non-adherent cells were removed, and then the medium was changed every 3 days. After expansion to 80–90% confluence, the cells were harvested by 0.25% trypsinization and subcultured for further experiments. Inverted microscope was used to analyze the morphology of hUCB-MSCs. According to the International Society for Cellular Therapy, MSCs have three characteristics: (1) plastic adherent, (2) express CD105, CD73 and CD90 and not express CD45, CD34, CD14, CD11b, CD79α, CD19 and HLA-DR surface antigen, (3) differentiate into osteoblasts, adipocytes and chondroblasts in vitro [21]. Thus, hUCB-MSCs were analyzed by flow cytometry, osteogenic, adipogenic and chondrogenic differentiation assays.

### Flow cytometric analysis

Detached hUCB-MSCs were washed twice with ice-cold PBS, centrifuged and fixed in 4% paraformaldehyde. Then, cells were incubated with mouse anti-human CD45-FITC, CD34-FITC, CD11b-FITC, CD19-FITC, CD29-FITC, CD73-PE, CD105-APC-A750, CD90-APC and HLA-DR-FITC (all from BioLegend) in dark for 20 min. Cells were analyzed by flow cytometer (Beckman Coulter GmbH, Krefeld, Germany).

### Osteogenic, adipogenic and chondrogenic differentiation

To investigate the osteogenic and adipogenic differentiation potential of hUCB-MSCs, third-passage cells were plated at a concentration of 3 × 10^3^cells/cm^2^ and cultured with osteogenic and adipogenic medium (Sigma-Aldrich) for 3 weeks with medium changes twice weekly, respectively. At the end of differentiation, cells were stained with Alizarin Red S and Oil Red O, respectively. To induce chondrogenic differentiation, we cultured 3 × 10^5^ hUCB-MSCs/well in chondrogenic medium (Procell) for 4 weeks. Medium changes were carried out twice weekly, and chondrogenesis was assessed at 2–3-day intervals. Cells were fixed in 4% formaldehyde, dehydrated in an ethanol series and embedded in paraffin blocks. Blocks were cut, and sections were stained with Alcian Blue to evaluate chondrogenic differentiation. Osteogenic medium consists of IMDM supplemented with 0.1 μM dexamethasone, 10 mM β-glycerolphosphate and 0.2 mM ascorbic acid. Adipogenic medium consists of IMDM supplemented with 0.5 mM 3-isobutyl-1-methylxanthine, 1μM hydrocortisone, 0.1 mM indomethacin and 10% rabbit serum. Chondrogenic medium consists of DMEM supplemented with 6 μg/mL insulin–transferrin–selenium premix, 0.1 mM ascorbic acid 2-phosphate, 10 mM sodium pyruvate, 10 ng/mL transforming growth factor-β1 and 100 nM dexamethasone.

### The establishment of IUA model

Rabbit IUA models were constructed according to Liu et al. [22]. Rabbits (*n* = 9) were randomly subdivided into three groups, including control group (*n* = 3, rabbits without any treatment), 14 days after surgery group (*n* = 3, rabbits underwent IUA modeling surgery, killed on 14th day), and 28 days after surgery group (*n* = 3, rabbits underwent IUA modeling surgery, killed on 28th day).

All rabbits in model group were anesthetized with urethane (1.5 g/kg) through ear venous. They were then placed in a supine position, and the lower abdomen was shaved and sterilized with 70% ethanol on the operating table. A vertical incision (2.5–3 cm) was performed, and the bilateral uterine horns were exposed (Fig. 1A). A 0.5-cm longitudinal incision was scissored in the uterus to scrape the inner endometrium with a small curette until feeling rough. After curettage, an LPS surgical suture was placed in the uterine cavity (Fig. 1B). The uterine cavity and peritoneal cavity were thoroughly rinsed with physiological saline, and then the abdomen was sutured (Fig. 1C). The LPS surgical suture was removed at 48 h after surgery. On 14th and 28th day after surgery, three rabbits were killed for the collection of uterine tissue in model group, respectively.

**Fig. 1:**
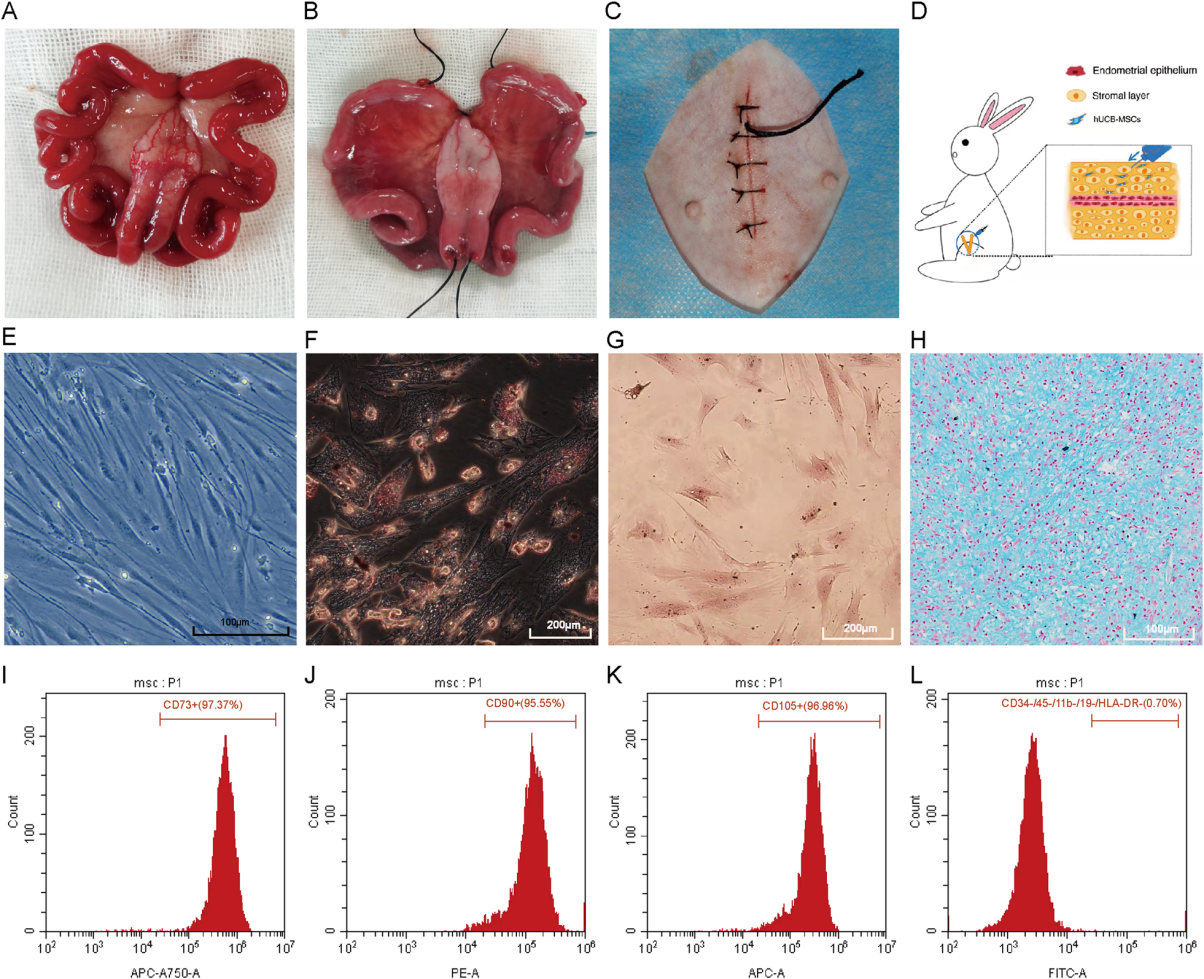
Establishment of IUA model and characterization of hUCB-MSCs. **A** Normal uterus after laparotomy without treatment. **B** Uterus after IUA surgery. An LPS surgical suture placed in the uterine cavity after curettage. **C** The abdomen after suture. **D** Schematic diagram of hUCB-MSCs injected into rabbit uterus wall. **E** Representative image of hUCB-MSCs. Scale bar: 100 μm. **F**, **G** Representative image of hUCB-MSCs adipogenic (**F**) and osteogenic (**G**) differentiation. Scale bar: 200 μm. **H** Representative image of hUCB-MSCs chondrogenic differentiation. Scale bar: 100 μm. **I**–**L** Surface antigens of hUCB-MSCs detected by flow cytometry assay. Cells were positive for CD73, CD90 and CD105, but negative for CD34, CD45, CD11b, CD19 and HLA-DR

### Treatment for IUA model

The rabbits (*n* = 6) were randomly assigned to two groups, including estrogen treatment group (*n* = 3, rabbits underwent surgery of intrauterine adhesions, estradiol benzoate (0.5 mg/kg) was administered intramuscularly every 4 days) and hUCB-MSCs treatment group (*n* = 3, rabbits underwent surgery of intrauterine adhesions, 1 weeks after surgery, a relaparotomy was performed and the rabbits were injected with 1 × 10^6^ hUCB-MSCs in each of the uterine wall, Fig. 1D). After 28 days of treatments, all rabbits were killed for the collection of uterine tissue.

### Histological analysis

The endometrial gland number and fibrosis rate were examined via hematoxylin–eosin (HE) and Masson staining, respectively. The excised uteri were fixed in 4% paraformaldehyde, then embedded in paraffin, sliced into 5-mm-thick sections, and routinely stained with HE and Masson stains according to standard protocols. Sections were examined under an inverted microscope (Leica, German, DMIL-PH1). Four high-power fields (HPF) were selected on each HE-stained slice to count the number of glands. Four high-power fields (HPF) were selected on each Masson-stained slice, and the fibrosis rate was calculated using ImageJ software (National Institutes of Health) as follows: the area of endometrial stromal fibrosis/the area of endometrial stroma and glands (excluding the uterine cavity).

### Immunohistochemistry

In order to evaluate expressions of endometrial receptivity-related estrogen receptor (ER), angiogenesis related Ki-67, and inflammation-related transforming growth factor-β1 (TGF-β1), immunohistochemistry was used. The transverse paraffined uterine sections were deparaffinized, rehydrated, and then incubated in 5% bovine serum albumin (Beyotime) for 30 min at 37 °C to block the nonspecific antibody. Sections of the uterus were deparaffinized and gradually dehydrated. Slides were incubated with rabbit anti-Ki-67 (1:200 dilution), anti-ER (1:200 dilution) and anti-TGF-β1 (1:200 dilution) monoclonal antibody at 4 °C overnight. And then the sections were incubated with goat anti-rabbit secondary antibodies for 60 min at room temperature, and the reaction was stopped with 3,3-diaminobenzidine. ImageJ software (National Institutes of Health) was used to evaluate the expression of Ki-67, ER and TGF-β1-positive cells, respectively, at a magnification of 400×. Five fields were randomly selected from each slide to determine the mean optical density (MOD).

### Single-cell RNA sequencing (scRNA-seq)

A rabbit IUA sample with hUCB-MSCs transplantation was utilized to single-cell RNA sequencing and bioinformatics analysis. The dually edited Mel-RM (Mel-RM.DE) cells were serum-starved for 96 h, and the endometrial quiescent cells were sorted, washed twice and re-suspended in cold PBS (calcium and magnesium free) with 0.04% FBS. Cell number and viability were determined using hemocytometer and trypan blue staining, and 1 × 10^5^ cells were subjected to 10 × Genomics sequencing according to the manufacturer’s protocol by Shanghai OE Biotech Co., Ltd. (Shanghai, China). Briefly, viable endometrial cells isolated from dually edited Mel-RM cells after serum starvation were analyzed using the 10 × Genomics Chromium Droplet platform with unique transcript counting through barcoding with unique molecular identifiers (UMIs). Cell Ranger 3.1.0 and Seurat 3.1.1 were used to analyze the sequencing results.

Considering that the rabbit IUA sample was treated with hUCB-MSCs, we mapped the sequenced reads to the human and rabbit reference genomes, respectively, obtaining 4363 human-derived cells and 10,599 rabbit-derived cells. After quality filtering to remove cells expressing high mitochondrial gene signatures and excluding doublets, 4097 human-derived cells and 8792 rabbit-derived cells were retained for further analysis. Upon gene expression normalization for read depth, cells were subjected to t-distributed stochastic neighbor embedding (t-SNE) and several unsupervised cell clusters were obtained and visualized using Loupe Browser. The cluster-specific markers were identified by detecting the differentially expressed genes between the given cluster and the other clusters.

Pseudotime trajectories were constructed with Monocle (version 2.6.4) [23]. Briefly, we first selected a set of ordering genes which showed differential expression between clusters. Then, monocle uses reversed graph embedding, a machine learning technique to learn a parsimonious principal graph, and reduces the given high-dimensional expression profiles to a low-dimensional space. Single cells are projected onto this space and ordered into a trajectory with branch points. As called in Monocle, cells in the same segment of the trajectory have the same ‘state.’

### RNA expression profiling by RNA sequencing

The rabbit IUA samples with and without treated with hUCB-MSCs were used for transcriptome sequencing (3 vs 3). Firstly, total RNAs were extracted by Trizol method, RNA purity was detected by spectrophotometer, and RNA integrity was analyzed by agarose gel electrophoresis and Agilent 2100 BioAnalyzer. The Library was constructed using Illumina’s NEBNext® UltraTM RNA Library Prep Kit. Then, Illumina platform was used for library sequencing and 150 bp paired terminal reading was generated to obtain the sequence information of the fragment to be measured. After quality control and sequence alignment based on reference genome, DESeq2 software [24] was used to analyze the differentially expressed genes (DEGs) between the two groups. Finally, the DEGs were used for gene enrichment analysis based on gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG).

### Western blot

Proteins were extracted from endometrium samples with RIPA buffer containing proteinase inhibitors. The protein concentrations were quantified using BCA Protein Assay Kit (Beyotime, Shanghai, China) and separated in SDS-PAGE gel (Solarbio, Beijing), and then they were transferred onto the PVDF membrane. The membranes were incubated with anti-NF-κB-p65 and anti-GADPH for overnight at 4 °C, followed by secondary antibodies for 1 h at room temperature. The blots were visualized using ECL chemiluminescence kit (enhanced), and the band intensity was quantified with ImageJ software.

### qRT-PCR

Total RNA was extracted from excised endometrium using trizol reagent (Invitrogen, USA). cDNA was generated by reverse transcription of per RNA sample using PrimeScript RT reagent kits (Takara, Japan) following the manufacturer’s guidelines. The PCR reaction system was performed with specific primers and SYBR Premix Ex Taq II (Takara, Japan), with a final volume of 20 μL. The PCR cycling conditions were as follows: pre-denaturation at 95 °C for 30 s, denaturation at 95 °C for 5 s, annealing at 60 °C for 30 s, 40 cycles, and elongation at 60 °C for 30 s. Analyses of relative gene expressions were performed using 2^−ΔΔCT^ methods. GAPDH was used as an internal control. Primer sequences are summarized in Table 1.

**Table 1.** Primers of specific genes used in qRT-PCR analyses

Gene	Sequence (5′–3′)
NFKB1	
Forward	CCTGAGTCTTTTGGACCGCT
Reverse	GCAGGCTATTGCTCAACACG
GAPDH	
Forward	CTTTGGTATCGTGGAAGGA
Reverse	AGGGATGATGTTCTGGAGAG

### Statistical analysis

Statistical analysis was performed with SPSS 20.0 software. Numerical data were indicated as means standard deviation. For nonparametric statistics, data were analyzed using the Mann–Whitney U test and presented as populations with median values indicated by bars. For parametric statistics, data were analyzed using unpaired Student’s t test. Data were presented as a mean value with 95% confidence interval (CI). *P* values < 0.05 were considered to be statistically significant.

## Results

### Identification and characterization of hUCB-MSCs

We observed that hUCB-MSCs were adherent, with a fibroblast-like shape under optical microscope (Fig. 1E). Lipid droplets can be observed by Oil Red O staining (Fig. 1F); calcified extracellular matrix was detected by Alizarin Red S staining, (Fig. 1G); blue-stained acid proteoglycan was observed by Alcian Blue staining (Fig. 1H), demonstrating that hUCB-MSCs could differentiate into adipocytes, osteoblasts and chondroblasts. The results of flow cytometry showed that the cells were positive for CD73, CD90 and CD105, but negative for CD34, CD45, CD11b, CD19 and HLA-DR (Fig. 1I–L), indicating that these cells were MSCs, not hematopoietic stem cells or macrophages. These findings are concordant with the characteristics of mesenchymal stem cells.

### The gland number and fibrosis rate of endometrium after hUCB-MSCs transplantation

We found that normal endometrial surface was covered with simple high columnar epithelial cells, and endometrial glands were primarily located in submucosa and basal layer. On 14/28th day after surgery, the endometrium showed flat low columnar epithelial cells (Fig. 2A). Compared with control group, the gland number markedly reduced, and the fibrosis rate was obviously elevated in 14/28th day after surgery (*P* < 0.05, Fig. 2A–D). The situation did not improve on 28th day after surgery compared with 14th day, which indicated that the rabbit IUA models were successfully established.

**Fig. 2:**
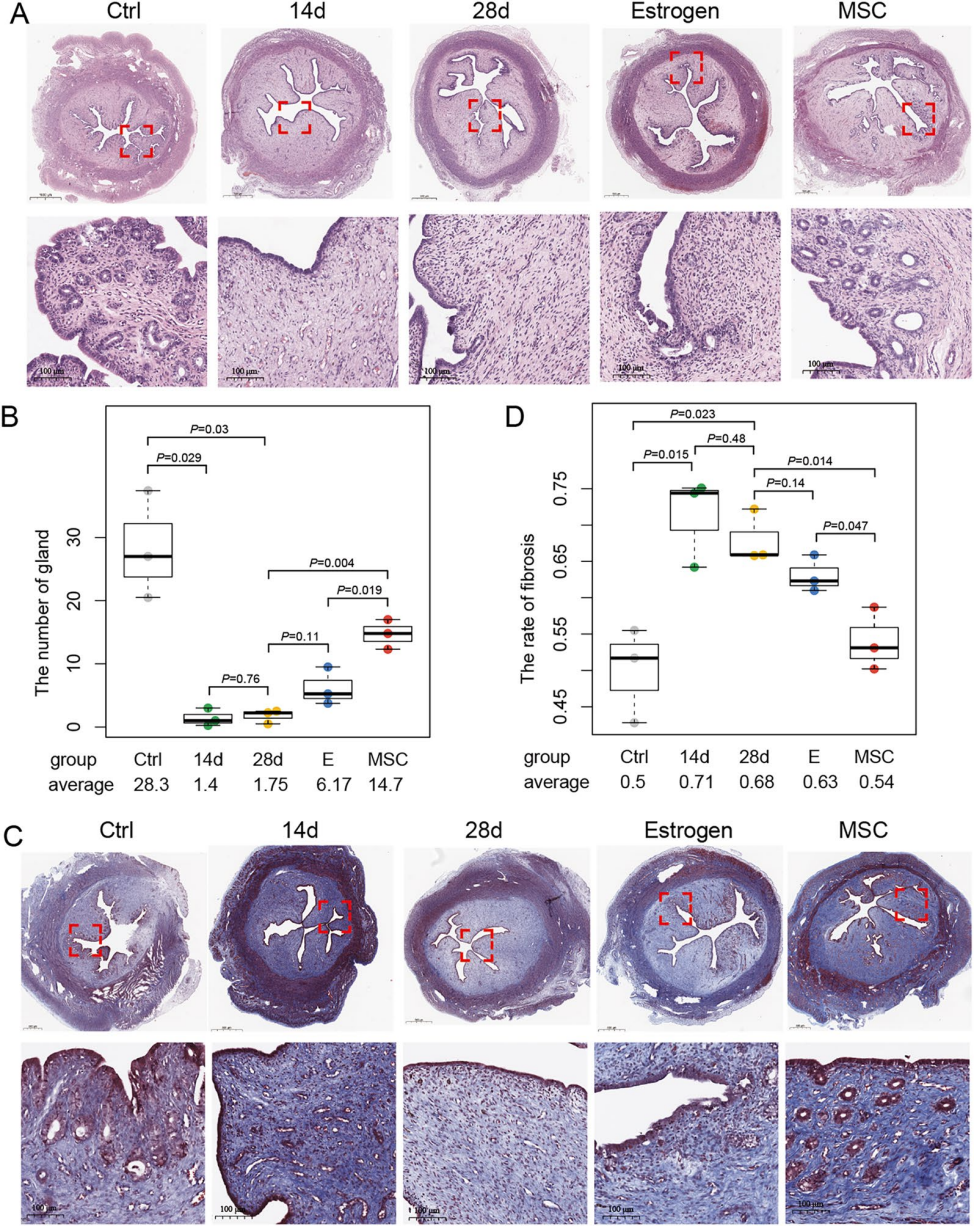
Histological analysis of uterine transverse section. **A** Micrographs representing HE-stained endometrial tissue from 5 groups, i.e., rabbits without surgery (control), 14/28th day after surgery, and treated with estrogen/hUCB-MSCs. Original magnification at ×400. **B** Endometrial gland number in 5 groups. **C** Micrographs representing Masson-stained endometrial tissue from 5 groups. Original magnification at ×400. **D** Endometrial fibrosis in 5 groups. Each group has three independent experiments

After the hUCB-MSCs transplantation, the gland number statistically increased and the fibrosis rate decreased compared with 28th day after surgery (*P* < 0.05, Fig. 2A–D). Though the tendency of increased gland number and decreased fibrosis rate can be observed, there was still no significance on the two indexes between the estrogen treatment group and 28th day after surgery (*P* > 0.05, Fig. 2A–D). Compared with estrogen treatment group, the two indexes in hUCB-MSCs transplantation group were closer to control group, which suggested that hUCB-MSCs could be superior to estrogen in IUA treatment.

### Expression of ER, Ki-67 and TGF-β1 of endometrium after hUCB-MSCs transplantation

To further explore the hUCB-MSCs contributor on IUA endometrium, we detected the ER, Ki-67 and TGF-β1 expression in endometrial issues (Fig. 3A, C, E), which reflect the hormone level, the ability of angiogenesis and the degree of fibrosis of uterine tissue, respectively. After the hUCB-MSCs transplantation, there is an obvious increase in ER and Ki-67 expression and obvious reduction in TGF-β1 expression compared to 28th day after surgery (*P* < 0.05, Fig. 3B, D, F). Notably, compared with 28th day after surgery, the increase in ER expression and reduction in TGF-β1 expression were observed in estrogen treatment group (*P* < 0.05, Fig. 3B, F), but no significance in Ki-67 expression between the two groups (*P* > 0.05, Fig. 3D). Furthermore, compared with estrogen treatment group, the expression of the three protein in hUCB-MSCs transplantation group was more similar to control group. These pieces of evidence proved that hUCB-MSCs have advantages over estrogen for IUA treatment.

**Fig. 3:**
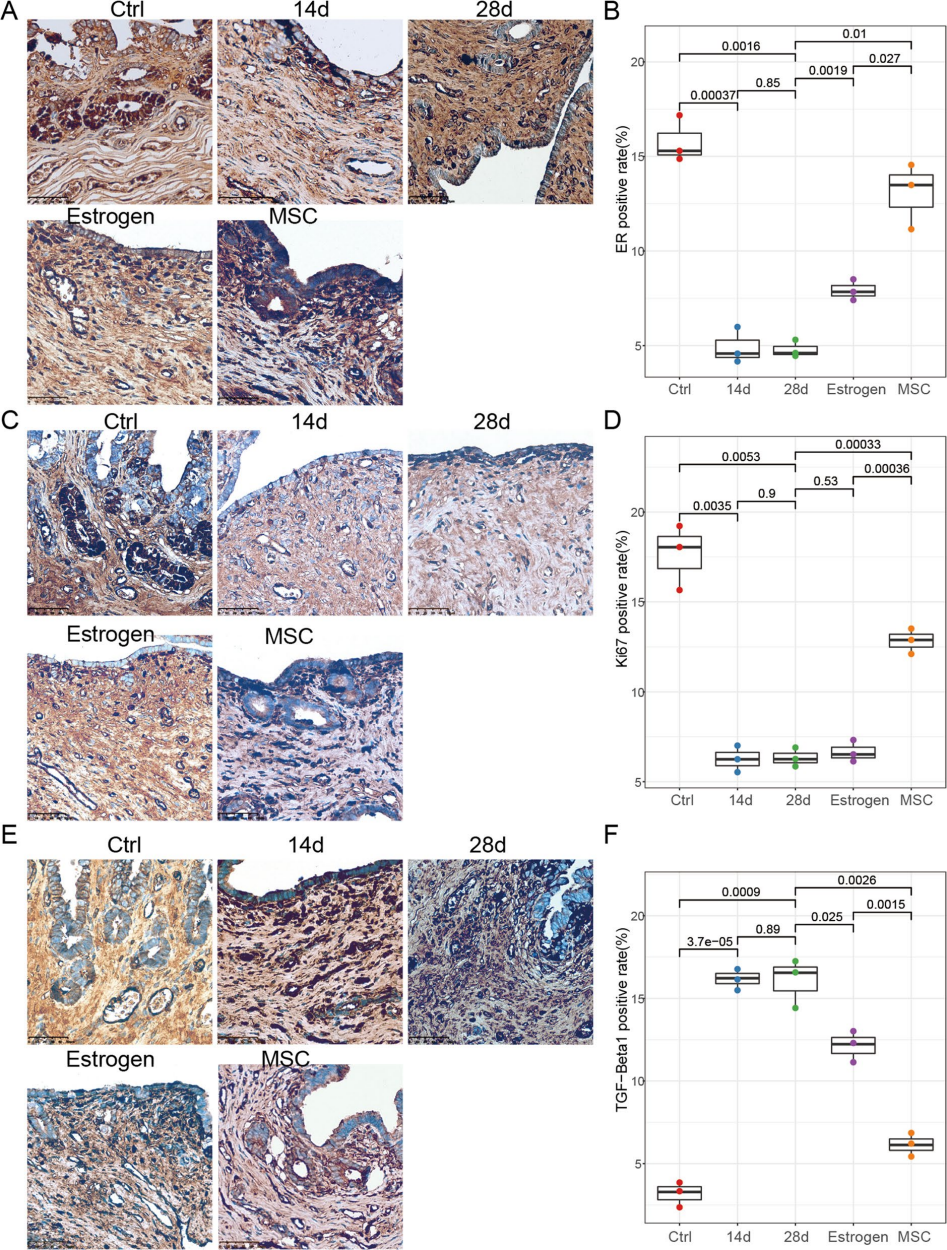
Immunohistochemistry of ER, Ki-67 and TGF-β1 (**A**, **C**, **E**). Micrographs of ER (**A**), Ki-67 (**C**) and TGF-β1 (**E**) expression from 5 groups, i.e., rabbits without surgery (control), 14/28th day after surgery, and treated with estrogen/hUCB-MSCs. (**B**, **D**, **F**). The expression of ER (**B**), Ki-67 (**D**) and TGF-β1 (**F**) in endometrium in 5 groups. All original magnification at ×400. Each group has three independent experiments

### ScRNA-seq revealed hUCB-MSCs trans-differentiate into endometrial cells

To investigate the cellular architecture and cell differentiation trajectory of IUA from single cell level, a rabbit IUA sample with hUCB-MSCs transplantation was utilized to scRNA-seq and bioinformatics analysis (Fig. 4A). After quality control, 4097 human-derived cells were used to perform t-SNE analysis and 8 cell clusters were obtained (Fig. 4B). By analyzing the differential expressed genes across the clusters and combining with classical markers of human cell types from a previous study [25], the relationship of the clusters and cell types was displayed (Fig. 4C, D). After purification and re-annotation manually, four main cell types including MSCs (68 cells, 1.66%), fibroblasts (664 cells, 16.21%), epithelial cells (2770 cells, 67.61%) and macrophages (595 cells, 14.52%) were revealed (Fig. 4E). The MSCs annotated were the residual transplanted hUCB-MSCs, which did not take long enough to transform into any other cell types, while the remaining three cell types (fibroblasts, epithelial cells and macrophages) could be the result of endometrial reconstruction after hUCB-MSCs transplantation for IUA treatment.

**Fig. 4:**
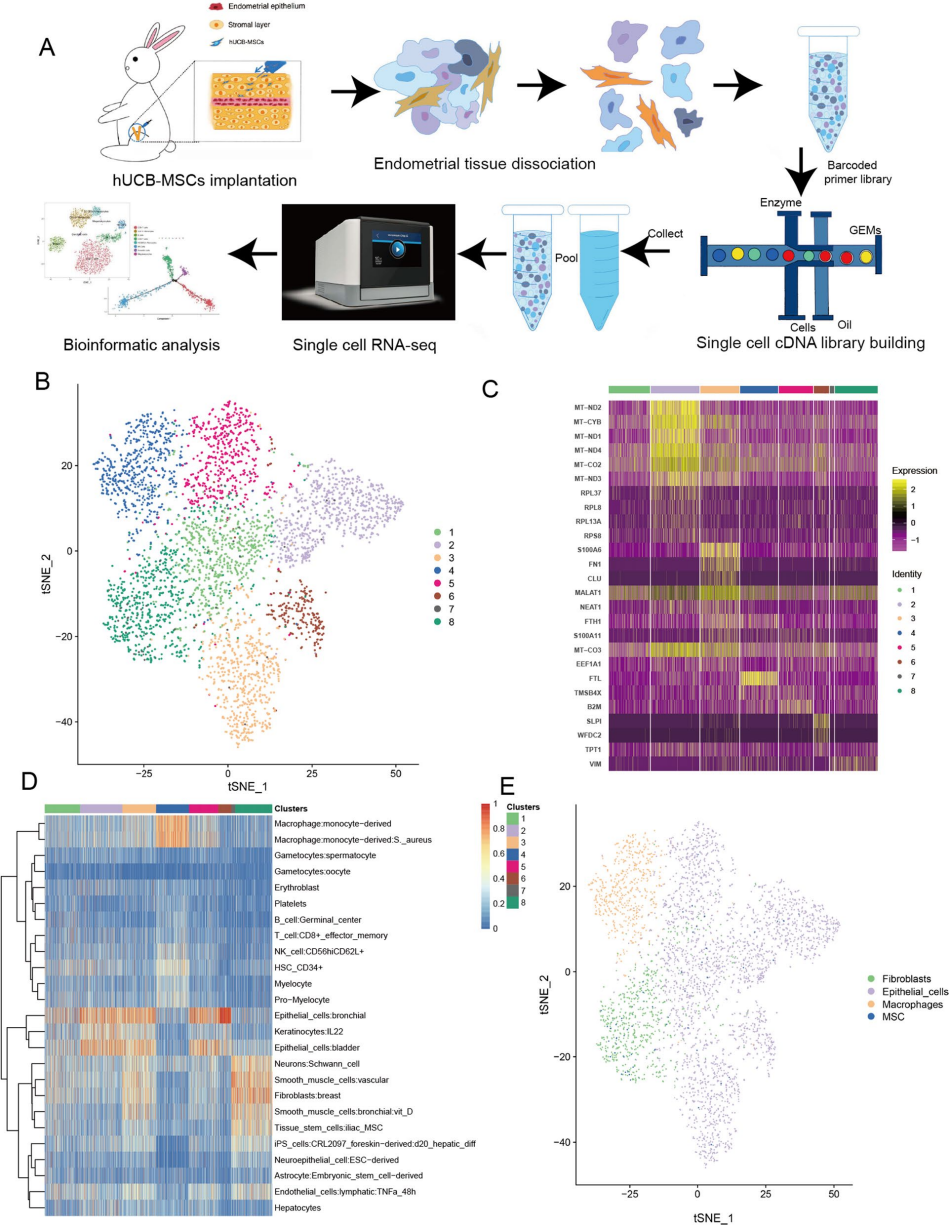
Identification of endometrium populations with single-cell transcriptomic analysis. **A** The workflow shows the collection and processing of obtained endometrium sample for scRNA-seq. **B** t-distributed stochastic neighbor (t-SNE) visualization of all human-derived cells displayed with different colors for clusters. **C** A heatmap revealed the expression levels of the indicated genes for human-derived cells. **D** The heatmap represents the corresponding relationship of 8 cell clusters and human-derived cell types; red (or blue) color indicates a high (or low) proportion. **E** t-SNE visualization of four main human-derived cell types after re-annotation

Since MSCs displayed stem cell-like signatures and have potential to differentiate into other cell types, we speculated that pseudotime series analysis based on the four cell types may capture the main differentiation processes of MSCs during treatment of IUA using hUCB-MSCs. A cell trajectory was reconstructed by Monocle, which mainly contained three branches (Fig. 5A). Notably, the trajectory’s root was MSCs, which trans-differentiate into epithelial cells throughout the whole process. And some MSCs trans-differentiate into fibroblasts firstly, while some followed to trans-differentiate into macrophages (Fig. 5B). The results suggested that hUCB-MSCs can trans-differentiate into endometrial tissues, which will benefit for the mechanism understanding and clinical treatment of MSCs transplantation in uterine inflammatory injury.

**Fig. 5:**
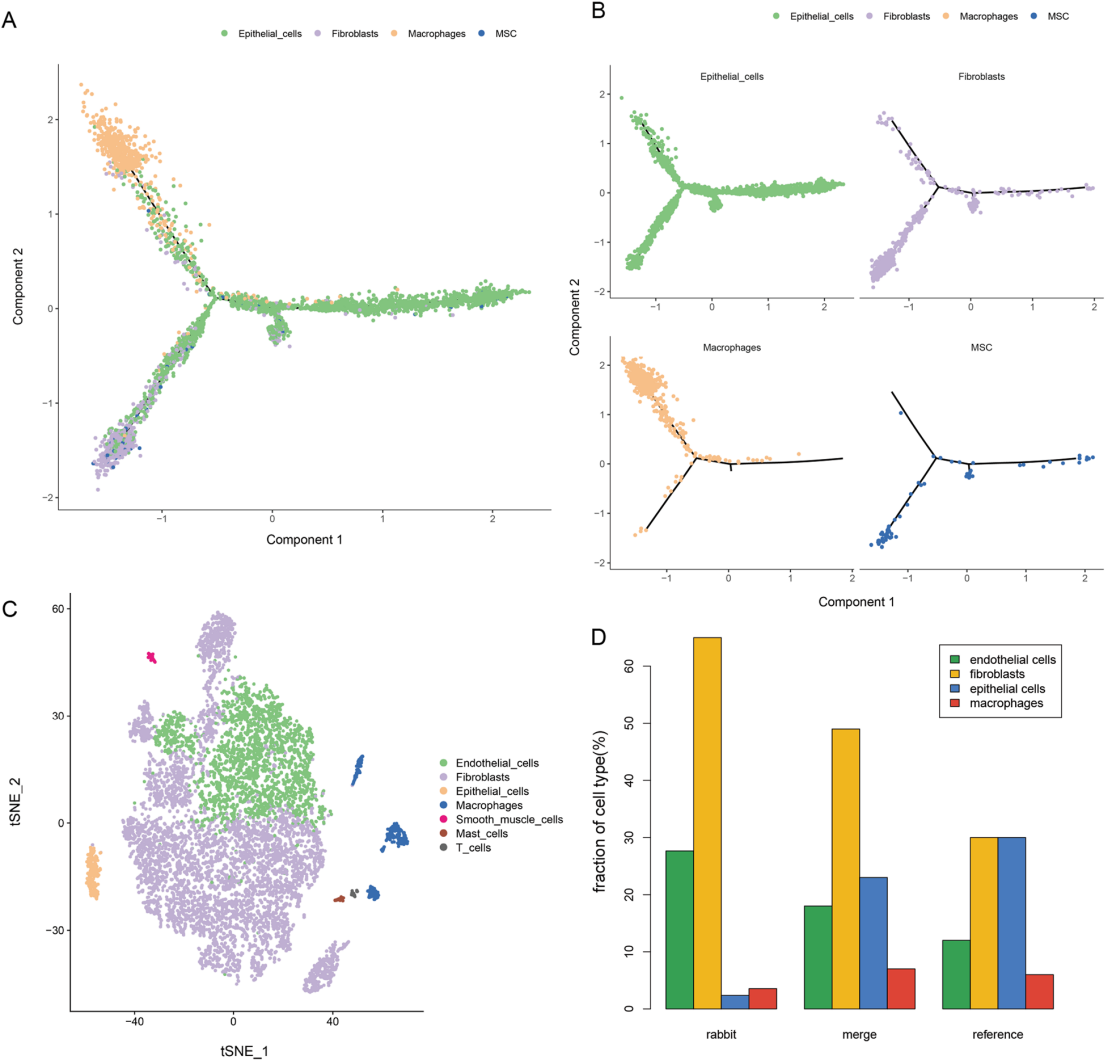
Cell differentiation trajectory of hUCB-MSCs and the cell type proportion of rabbit-derived cells. **A** The trajectory with 3 branches identified by pseudotime analysis. **B** The specific cell distribution of four cell types in differentiation trajectory. **C** Four mainly cell types and three rare cell types identified in rabbit-derived cells. **D** The proportion of four mainly cell types in IUA rabbit-derived cells, merged (human and rabbit) endometrial cells and normal human endometrial cells from a reference literature

Similarly, 8792 rabbit-derived cells were annotated to four main cell types: endothelial cells (2431 cells, 27.65%), fibroblasts (5721 cells, 65.07%), epithelial cells (208 cells, 2.37%) and macrophages (312 cells, 3.55%) and three rare cell types (Fig. 5C). Integrated human with rabbit-derived cells, we observed that the proportion of endothelial cells (2431 cells, 18.7%) and fibroblasts (6385 cells, 49.54%) was elevated, while the proportion of epithelial cells (2978, 23.1%) and macrophages (907 cells, 7.04%) was decreased (Fig. 5D). By analyzing the percentage of normal uterine tissue cells in a previous study [25], we found that the distribution of merged cell types was more similar to that of normal endometrium compared with that of rabbit-derived cell types (Fig. 5D). This indicates that MSCs can differentiate endometrial tissue cells and restore the damaged endometrial environment to normal, which reflects the value of mesenchymal stem cell transplantation in the treatment of IUA. With the prolongation of action time after MSC transplantation and the initiation of body self-repair, the proportion of cells in the damaged endometrial tissue may tend to be more and more normal.

### RNA Sequencing revealed hUCB-MSCs regulate Th17/Treg balance and NF-κB signaling in treating IUA

To clarify the biological role of treatment with hUCB-MSCs in IUA, RNA sequencing of 6 samples (3 for 28th day after surgery and 3 for hUCB-MSCs treatment) was performed to observe the molecular expression changes in IUA samples before and after hUCB-MSCs transplantation. 

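Bulk RNA sequencing measured the transcripts of whole pieces of rabbit uterine tissue in 2 groups of 3 libraries each, rabbits with IUA that received no cells and rabbits with IUA that were injected with hUCB-MSCs, at 1000000 cells in each uterine wall by the paper. By the paper, the untreated tissue was taken 28 days after surgery, and the treated rabbits were injected 1 week after surgery and killed after 28 days of treatment. The sample labels give day 28 for both groups. The deposited table holds whole-number counts per gene for each library, and the part of it analysed here covers 18413 genes on the 21 numbered autosomes and on unplaced scaffolds, with no gene of the X chromosome or the mitochondrion. Of these genes, 11624 carry a symbol and 6789 only an Ensembl identifier. Over this part the untreated libraries held 20806647, 15927613 and 19203517 counts and the treated libraries 13785606, 12027810 and 16077800 counts. According to the submitters' processing notes, reads were trimmed with Trimmomatic 0.36 and counted with featureCounts of Subread 1.5.1. The aligner, the genome build and the use of strand in counting are not given in the sources used here, so coordinates are those of the table and overlapping genes may share reads. Genes with enough counts were kept by filterByExpr of edgeR, which left 12648, libraries were scaled by TMM, and the groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Levels are counts per 1000000 counts of the library, scaled by TMM (CPM), unless stated otherwise. The TMM factors were 0.863, 0.975 and 0.878 in the untreated libraries and 1.15, 1.06 and 1.11 in the treated libraries. Scaling by library totals alone, which cover only the part of the table analysed here, moved the median log2 fold change of all genes up by 0.29. MYH11, the myosin heavy chain of smooth muscle, took 6.74%, 2.93% and 6.25% of the counts of the untreated libraries and 0.596%, 0.731% and 1.08% of those of the treated libraries. Untreated libraries 1 and 3 differed from each other far less than any other pair did. The median chi-square of their counts over genes was 3.68 times that of sampling noise, against 19.1 to 40.8 times for the other pairs within a group. They were counted as separate samples, as labelled, and whether they come from separate rabbits is not shown by the counts. The paper describes 3 rabbits in each group and its text does not name the rabbit behind each library, so p-values measure the spread between these libraries.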

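Genes of the uterine epithelium were higher and genes of smooth muscle were lower in the hUCB-MSC treated group than in the untreated group. All 15 measured genes of epithelial and glandular cells rose, with a median log2 fold change of 4.30, and so did all 12 measured genes of ciliated epithelial cells, with a median of 4.22. CDH1, which encodes the adhesion protein E-cadherin, lies on chromosome 5 from 24238932 to 24304692 and rose from 1.78 ± 0.530 CPM (SD, n = 3) to 61.0 ± 18.9 CPM (SD, n = 3), a log2 fold change of 5.09 (standard error 0.36, adjusted p = 8.12e-04 from edgeR's quasi-likelihood test). FOXA2, a transcription factor of endometrial glands, had a log2 fold change of 5.57, and RSPH4A, a part of the ciliary axoneme, of 4.36. Of 13 measured genes of smooth muscle, 9 fell, none rose and 4 did not pass the test, and 11 fell when adjusted over the list alone. MYH11, on chromosome 6 from 11019065 to 11130994, went from 59837 ± 25974 CPM (SD, n = 3) to 7295 ± 2327 CPM (SD, n = 3), and its log2 fold change was -3.04 (standard error 0.47, adjusted p = 0.00720 from the same test). DES, an intermediate filament of muscle, and MYOCD, a transcription factor of smooth muscle, had log2 fold changes of -3.36 and -3.19. Among 16 measured endothelial genes, LYVE1, a receptor of lymphatic vessels, fell by 2.63 on the log2 scale, with an adjusted p from edgeR of up to 0.0788 when 1 library was left out, and 15 did not pass the test. The median over the 16 was 0.03, or -0.27 to 0.73 when 1 library was left out. Among 15 macrophage genes, LYZ, which encodes lysozyme, rose, with a log2 fold change of 2.09, and 14 did not pass. Of 19 immediate early genes, 11 fell, none rose and 8 did not pass, and 13 fell when adjusted over the list alone, among them FOS, ATF3 and NR4A1 with log2 fold changes of -5.23, -4.94 and -5.52.

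**Figure D1:**
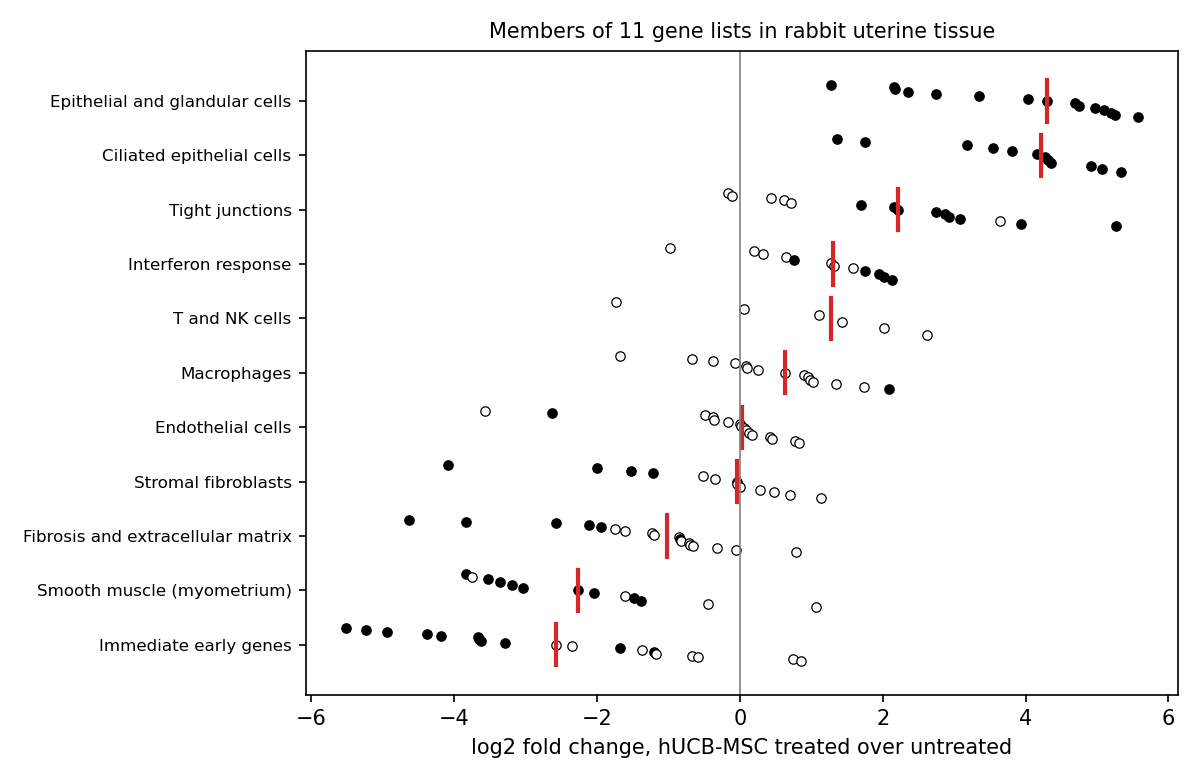
Log2 fold change of each measured member of 11 gene lists, hUCB-MSC treated over untreated, with 3 libraries per group. Filled points have an adjusted p under 0.05 from edgeR, open points do not, red lines are list medians, and points are spread vertically only for display. The epithelial and ciliated members lie to the right of 0, and the median of the smooth muscle list is at -2.27.

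The 10 genes with a symbol and the largest rise had no count in any untreated library, and their folds are lower bounds against a floor of 3 counts over the group. DPYSL5 was at least 108-fold higher, SMIM22 at least 85.3-fold, KRT82 at least 72.3-fold and NIPAL1 at least 51.3-fold. In all, 1459 genes were higher and 841 were lower at an adjusted p under 0.05. Past the dashed lines of the volcano plot in Fig. 6A, an unadjusted p under 0.05 and a log2 fold change beyond 1 in size, lay 1759 higher and 920 lower genes. The 3 libraries of one group lay apart from the 3 of the other for 42.7% of the genes, against 10% by chance. With library totals in place of TMM, 2134 genes were higher and 446 lower at an adjusted p under 0.05. With untreated libraries 1 and 3 summed into 1 sample, an alternative chosen after seeing the data, 567 were higher and 188 lower, and without treated replicate 3 the counts were 731 and 249. Leaving out untreated replicate 1 or 3 gave 551 and 185 or 548 and 177, and leaving out treated replicate 2 gave 1423 and 1319.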

We found that hUCB-MSCs treatment caused 2188 genes to be up-regulated and 1193 genes to be down-regulated (Fig. 6A, B). GO and KEGG pathway enrichment analysis was performed based on these differential expressed genes. 

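Genes of the actin cytoskeleton and cell migration fell more often than they rose after hUCB-MSC treatment, while no gene of the cell cycle list passed the test. Of 18 measured migration genes, 8 fell, 1 rose and 9 did not pass, and 12 fell and 2 rose when adjusted over the list alone. The members that fell include VCL, which links actin to focal adhesions, with 1221 ± 366 CPM (SD, n = 3) in the untreated and 270.4 ± 58.0 CPM (SD, n = 3) in the treated group. Its log2 fold change was -2.17 (standard error 0.30, adjusted p = 0.00516 from edgeR's quasi-likelihood test). ACTB, cytoplasmic actin, and ITGB1, an integrin subunit, had log2 fold changes of -1.46 and -1.53, and both calls ended without untreated replicate 1, untreated replicate 3 or treated replicate 3, with an adjusted p from edgeR of up to 0.0769 and 0.0726. EZR, which joins actin to the membrane of epithelial microvilli, was the member that rose, with a log2 fold change of 3.70. The list as a whole was lower (limma camera with a preset correlation of 0.01, adjusted p = 0.00371 over 36 lists), but this call was lost with an estimated correlation, with an adjusted p = 0.495. VCL, ACTB and ITGB1 moved in the direction of the smooth muscle genes, and EZR in that of the epithelial genes.
Of 22 measured cell cycle genes, none was higher or lower at an adjusted p under 0.05 from edgeR, over all genes or adjusted over the list alone. At an unadjusted p under 0.05, 2 members were lower and none was higher, and DESeq2 called 1 lower. The median log2 fold change was -0.59 (camera, adjusted p = 0.265), or -1.06 to -0.29 when 1 library was left out. The DNA replication gene MCM7 had a log2 fold change of 0.50 (adjusted p = 0.184 from edgeR, and 0.0446 with library totals) and MCM3 one of -0.59 (adjusted p = 0.350 from edgeR). The mean level of this list was 4.67, 2.35 and 4.51 in the untreated libraries and 2.48, 3.83 and 4.09 in the treated ones, as log2 of CPM plus 1, so untreated replicate 2 lay below the other untreated libraries. Without that library the list was lower in the treated group by camera (adjusted p = 0.00653), but not with an estimated correlation, chosen after seeing the data, at an adjusted p = 0.582. MKI67 was not analysed here.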

GO result showed that treatment-associated genes were mainly enriched in cell proliferation and cell migration (Fig. 6C). 

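Genes of T cell receptor signaling and some transcription factors of T helper cells were higher in the hUCB-MSC treated group than in the untreated group. Of 21 measured genes of T cell receptor signaling, 8 rose, 2 fell and 11 did not pass the test, with a median log2 fold change of 1.11, or 0.53 to 1.16 when 1 library was left out, and 9 rose and 3 fell when adjusted over the list alone. The members that fell were the adaptor NCK1 and the kinase TEC, with log2 fold changes of -1.14 and -1.01. PTPN6, a phosphatase that restrains receptor signaling, went from 3.44 ± 0.403 CPM (SD, n = 3) to 19.6 ± 0.812 CPM (SD, n = 3), a log2 fold change of 2.51 (standard error 0.24, adjusted p = 0.00170 from edgeR's quasi-likelihood test). ZAP70, a kinase of the receptor complex, and LCP2, an adaptor, had log2 fold changes of 3.74 and 1.99, and LCP2 did not pass without untreated replicate 1 (adjusted p = 0.0557 from edgeR). PTPRC, which encodes the leukocyte antigen CD45, had a log2 fold change of 1.24, with an adjusted p from edgeR of up to 0.126 over the alternatives. The list was higher by limma camera with a preset correlation (adjusted p = 0.00509), and not with an estimated correlation, at an adjusted p = 0.248. It was enriched among the genes past the lines of the volcano plot, with 12 members against 4.56 expected (one-sided Fisher's exact test against 9431 genes with a symbol, adjusted p = 0.00259). This call ended with library totals (adjusted p = 0.0880) and without untreated replicate 1 (0.140), untreated replicate 2 (0.0687) or treated replicate 2 (0.131).
Among 5 measured genes of Th1 cells, STAT4 rose, with a log2 fold change of 4.33, and the other members did not pass. Its adjusted p from edgeR reached 0.068 without untreated replicate 3. Among 5 genes of Th2 cells, GATA3 rose, with a log2 fold change of 4.14. The camera test gave an adjusted p = 0.427 for the Th1 list and 0.127 for the Th2 list. None of 6 measured markers of T and NK cells passed the adjusted test from edgeR, with a median log2 fold change of 1.27, and at an unadjusted p under 0.05 there were 2 higher and 1 lower, while the epithelial genes listed with these groups rose in all treated libraries. Leukocyte adhesion genes went both ways, with 5 higher, 6 lower and 11 not passing of 22, and 5 higher and 7 lower when adjusted over the list alone. Among them ICAM1, a ligand of leukocyte integrins, had a log2 fold change of 1.12 and SELE, an endothelial selectin, of -2.04, with an adjusted p from edgeR of up to 0.148 and 0.142 over the alternatives. The leukocyte adhesion list was enriched among genes past the volcano plot's lines in both directions together. It had 11 members there against 4.78 expected (one-sided Fisher's exact test, adjusted p = 0.0162). That call ended with library totals, without treated replicate 1, and among higher or lower genes only. The list did not pass camera (adjusted p = 0.862).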

KEGG analysis depicted that hUCB-MSCs treatment may participate in the pathways related to immune cells (Th1, Th2 and Th17) differentiation, T cell receptor signaling and NF-κB signaling pathway (Fig. 6D).

**Fig. 6:**
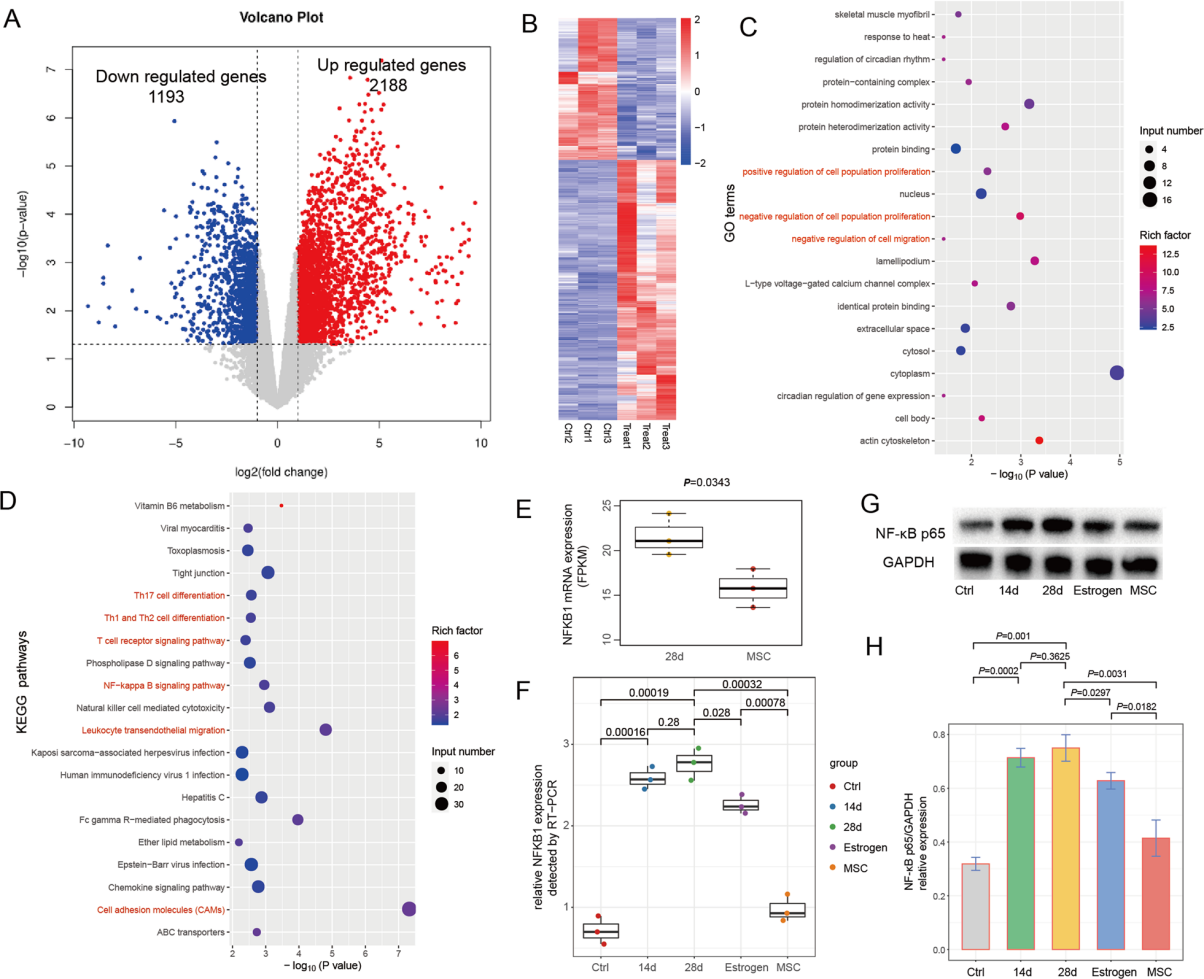
RNA sequencing and bioinformatics analysis reveal biological pathways involved in IUA treated with hUCB-MSCs. **A** The volcano plot of differential expressed genes in IUA before and after hUCB-MSCs transplantation. Red (or blue) color indicates up-regulated (or down-regulated) genes. **B** The heatmap of representative differential expressed genes. **C** The enriched GO terms in GO enrichment analysis. **D** The enriched KEGG pathways in pathway enrichment analysis. **E** The NFKB1 mRNA expression (FPKM) measured by RNA sequencing in two groups, each group has three samples. **F** The NFKB1 mRNA expression level detected by qRT-PCR assay in 5 groups, each group has three samples. **G** The representative WB image of NF-κB p65 protein expression. **H** The NF-κB p65 protein expression level measured by WB in 5 groups, i.e., rabbits without surgery (control), 14/28th day after surgery, and treated with estrogen/hUCB-MSCs

NF-κB signaling has been reported to be possible involved in MSCs transplantation to treat IUA [11], thus becoming to our focus. NFKB1 mRNA expression was significantly decreased after hUCB-MSCs treatment in RNA-Seq experiment (Fig. 6E), which was validated by qRT-PCR assay (Fig. 6F). 

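NFKB1, which encodes the p105 precursor of the NF-κB subunit p50, lies on chromosome 15 from 47003122 to 47236638 in the table's coordinates. Its level was 84.6 ± 22.0 CPM (SD, n = 3) in the untreated group and 70.0 ± 6.21 CPM (SD, n = 3) in the hUCB-MSC treated group. The log2 fold change was -0.27 (standard error 0.22, adjusted p = 0.414 from edgeR's quasi-likelihood test), which did not pass the threshold. Per kilobase of exon and 1000000 counts of the library (RPKM), the values were 23.6, 36.4 and 19.8 in the untreated libraries and 30.4, 24.9 and 24.7 in the treated ones. The means were 26.6 ± 8.72 (SD, n = 3) and 26.7 ± 3.26 (SD, n = 3), and a two-sided exact permutation test of log2 RPKM gave p = 0.8, where 3 libraries against 3 cannot go below 0.1. With TMM scaling the RPKM was 29.1 ± 7.57 (SD, n = 3) and 24.1 ± 2.13 (SD, n = 3), with p = 0.4 from the same exact test. The sign of the fold change thus turned with the scaling, and it was 0.00 with library totals. These totals, also those behind RPKM, cover only the part of the table used here. Totals of the whole table were not available to test the sign directly. For the genes the paper shows, RPKM here was 1.253 to 1.32 times its values, read by eye, in the untreated group. In the treated group it was 1.55 to 1.67 times them. If other totals gave these ratios, they would lower the treated group relative to the untreated one, and NFKB1 toward a fall. The equal RPKM means are therefore weak evidence against a fall.
Of 30 measured genes of the NF-κB pathway, 6 rose, 2 fell and 22 did not pass the test, and 7 rose and 3 fell when adjusted over the list alone. The members that rose include BIRC3, an inhibitor of apoptosis that is itself an NF-κB target, with a log2 fold change of 2.18, IKBKB, the catalytic kinase of the IκB kinase complex, with 1.22 and an adjusted p of 0.0655 when untreated replicate 3 was left out, and TRAF3, an adaptor that restrains the noncanonical pathway, with 1.14. The list had a median log2 fold change of 0.10 and did not pass limma camera (adjusted p = 0.194). The members that fell were NFKBIZ, an atypical IκB protein, with -2.76, and CYLD, a deubiquitinase that restrains the pathway, with -0.78. Of 11 measured mediators induced by NF-κB, 2 rose, 1 fell and 8 did not pass, with the same counts when adjusted over the list alone. RELA, which encodes p65, was not analysed here.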

WB assay also confirmed that NF-κB-p65 protein level indeed reduced compared with pre-treatment (28th day after surgery) (Fig. 6G, H), indicating that NF-κB signaling may play a crucial role in hUCB-MSCs regulating inflammatory microenvironment of endometrium. According to previous studies [25, 26], MSCs can regulate the polarization of naive T cells into anti-inflammatory regulatory T cells (Treg) and reduce the ratio of Th17/Treg cells to exert immunomodulatory function, which can mediate through the activation of NF-κB signaling pathway. Thus, we believed that hUCB-MSCs can regulate Th17/Treg balance and NF-κB signaling in treating IUA, which promoting the mechanism understanding and potential clinical application for treating IUA with hUCB-MSCs transplantation.

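Of the Th17 genes measured in these libraries, the receptor genes IL6R and IL6ST rose in the hUCB-MSC treated group, and of the Treg genes only IKZF2 passed the test. Of 6 measured Th17 genes 3 rose and 3 did not pass, the same counts as when adjusted over the list alone, and the list was higher by limma camera (adjusted p = 4.80e-04). With an estimated correlation in camera the adjusted p = 0.248. The epithelial genes rose in the same treated libraries, and which cells gave the Th17 transcripts was not tested. RORA and STAT3 had log2 fold changes of 0.04 and -0.07. IL17A had 1 count in all 6 libraries, too few to test. Of 6 measured Treg genes, IKZF2, a transcription factor of Treg cells, had a log2 fold change of 1.58 (standard error 0.42, adjusted p = 0.0406 from edgeR), a call that ended in each leave-one-out fit but that without treated replicate 3, and ENTPD1 and NT5E, the ectoenzymes CD39 and CD73, had -0.03 and 0.48. The Treg list did not pass camera (adjusted p = 0.382). CTLA4 had 0 counts in the untreated libraries and 6 in the treated ones, too few to test, and FOXP3 and IL2RA were not analysed here. No direct comparison of the Th17 and Treg lists was made. From the NFKB1 mRNA and the p65 protein, which it reports as lower after treatment, the paper proposes a role of NF-κB in the inflammatory environment. From these and from earlier studies in which MSCs lowered the ratio of Th17 to Treg cells, the paper proposes that hUCB-MSCs can regulate this balance and NF-κB signaling.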

## Discussion

The components of endometrial tissue include epithelial cells, stromal cells, vascular smooth cells and vascular endothelial cells. The healthy endometrium with regenerative capacity can divide into two zones: the upper functional layer and lower basal layer. During a menstrual cycle, the functional layer shed, while the permanent basal layer can regenerate into new functional layer every menses as well as postpartum [27–29]. It has become evident that endometrial stem cells are responsible for endometrial regeneration [30], while their number of endometrial stem cells decreases and their function was weaken in IUAs due to the damaged basal layers [1]. Exogenous MSCs transplantation may compensate for this endogenous reduction to exert the role of regeneration.

MSCs have effects on tissue repair by homing to the injured site, secreting chemokines, modulating the immune function, differentiating into other types of cells and potentially having antimicrobial ability. They can suppress inflammation by secreting immunomodulatory factors, such as, IL-6, IL-8, MCP-1, CCL5 and TLR-4, thereby decreasing proliferation and activation of CD4 + T cells [31, 32]. Clinical trials have demonstrated the initial safety and efficacy of mesenchymal stem cells derived from bone marrow, umbilical cord, menstrual blood and adipose tissue in restoring menstruation, fertility outcomes and endometrial regeneration. Studies have showed transplantation with the MSCs promoted endometrial regeneration and collagen resurgery and enhanced the expression of estrogen receptor of IUA model [32]. Animal experiments have corroborated that MSCs transplanted into uterine cavity of mice can exert immunomodulatory effects by secreting anti-inflammatory cytokines IL-6 [33]. Current knowledge on IUA pathogenesis was mostly derived from tissue studies without considering the multicellular structures and their orchestration; thus it is quite essential for in-depth mechanistic investigations, such as trans-differentiation, immunoregulation and signaling pathway.

Previous studies showed MSC-induced functional improvement in injured tissues by paracrine effect rather than direct differentiation [34, 35]. However, our study revealed the potential of differentiation for MSCs in tissue repair. The annotation analysis of human-derived cell types from scRNA-seq showed that hUCB-MSCs may differentiate fibroblasts, epithelial cells and macrophages (Fig. 4E), suggesting the potential of endometrial repair and regeneration after hUCB-MSCs transplantation in IUA treatment. (1) Previous studies demonstrated that MSCs transplantation can affect the composition and morphology of endometrial epithelial cells, and promote the regeneration of endometrial epithelial cells [36, 37]; (2) MSCs were considered as one of the sources for fibroblasts and even immature fibroblasts, which could regenerate during the repair of inflammatory damage [38]; (3) MSCs were reported to promote macrophage polarization inhibit inflammatory progression, and increased anti-inflammatory responses in vivo and in vitro [39]. These pieces of evidence also provide clues of the differentiation possibility into the three cell types during IUA treatment after MSCs transplantation. In our study, the pseudotime series analysis also showed MSCs can trans-differentiate into epithelial cells, fibroblasts and macrophages throughout the differentiation process or in different periods (Fig. 5A, B). The results suggested that scRNA-seq could reveal the cellular architecture and evolution of IUA from single cell level.

Excitingly, compared with rabbit-derived cell types, we found that the distribution of merged cell types was more similar to that of normal endometrium (Fig. 5D).The merged cell types represent IUA endometrium after hUCB-MSCs transplantation, while the rabbit-derived cell types roughly represent IUA endometrium without treatment. This indicates that MSCs can differentiate endometrial tissue cells and restore the damaged endometrial environment to normal. Of course, the proportion of merged cell types was still slightly different with normal endometrium. This could be due to the influence of distinct sample sources and processing methods, as well as the diversity of cell type annotations. On the other hand, we speculated that the proportion of cells in the damaged endometrial tissue may tend to be completely normal as MSCs continue to function as well as body self-repair.

MSCs can regulate the polarization of naive T cells into anti-inflammatory regulatory T cells (Treg) and reduce the ratio of Th17/Treg cells to exert immunomodulatory function [25, 40, 41]. The immunomodulatory effect of MSCs is proved to mainly communicate with T cell through IL-6-mediated paracrine way [42]. The interaction between lymphocytes and MSCs also depends on the induction of IL-6 expression by MSCs [43]. IL-6 has been demonstrated to regulate Th17/Treg balance [44], and inhibiting its expression could significantly impair the immunomodulatory function of MSCs [45]. On the other hand, MSC transplantation can mediate T cell response through the activation of NF-κB signaling pathway [26], which may rely on LAT to exhibit T cell regulatory function [46, 47]. The inhibition of LAT reduced CTLA-4 and CD25 expression in Treg cells and impairs their immunosuppression capacity [48]. These pieces of evidence indicate the key role of cellular molecules and signaling pathways in inflammation and immune regulation after MSCs transplantation [49]. In our study, functional enrichment analysis based on differential expressed genes showed that MSCs transplantation may treat IUA through T cell differentiation and NF-kappa B signaling pathway. In order to determine the immunomodulation function, the supernatants of third-generation hUCB-MSCs were collected and Legend plex TM human Th cytokine assay (BioLegend) was used to analyze the following 13 factors: IL-2, IL-4, IL-5, IL-6, IL-9, IL-10, IL-13, IL-17A, IL-17F, IL-21, IL-22, IFN-α and TNF-γ. Experiments were repeated to ensure the accuracy of the data. Finally, CytoFLEX flow cytometer (Beckman Coulter GmbH, Krefeld, Germany) was used for analysis, and the data were analyzed by LEGENDplex V8.0 and Prism7.0 software (BioLegend), the concentration was pg/ml. The results showed that the concentrations of IL-5, IL-13, TNF-α and IFN-γ were lower, the concentrations of IL-2, IL-9, IL-10, IL-17A, IL-17F, IL-4, IL-21 and IL-22 were undetectable, but the secretion level of IL-6 (891.58 pg/mL) was very high (Additional file 1: Figure S1-2). The expression of IL-6-related genes (IL6R and IL6ST) and LAT detected by RNA sequencing were significantly elevated compared with pre-treatment (Additional file 1: Figure S3). Therefore, we speculate that except for NFKB1, IL-6 and LAT may also be the key factors in the action mechanism of MSCs transplantation in the treatment of IUA, which needs to be further investigation in future studies.

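IL6R and IL6ST, which encode the ligand-binding and the signal-transducing chain of the interleukin-6 receptor, were higher in the hUCB-MSC treated group than in the untreated group, and so was LAT, an adaptor of the T cell receptor, at an unadjusted p only. IL6R lies on chromosome 13 from 38152389 to 38195019 and had 4.77 ± 1.63 CPM (SD, n = 3) in the untreated and 94.5 ± 30.5 CPM (SD, n = 3) in the treated libraries. Its log2 fold change was 4.31 (standard error 0.37, adjusted p = 0.00124 from edgeR's quasi-likelihood test). IL6ST lies on chromosome 11 from 71908586 to 71943040, with 106.9 ± 2.41 CPM (SD, n = 3) and 290.1 ± 74.5 CPM (SD, n = 3), a log2 fold change of 1.44 (standard error 0.23, adjusted p = 0.00787 from the same test). LAT, on chromosome 6 from 18796426 to 18801977, was near the lower limit of detection, with 28 counts over the untreated and 78 over the treated libraries. This is 0.560 ± 0.0748 CPM (SD, n = 3) and 1.72 ± 0.355 CPM (SD, n = 3), and its log2 fold change was 1.60 (standard error 0.50, adjusted p = 0.0642 from edgeR). With DESeq2 the adjusted p = 0.0381 and with library totals 0.0388, in a range from 0.0381 to 0.241 over the 14 alternatives. The exons of LAT overlap those of SPNS1, so its reads may be shared. For each of the 3 genes, every treated library lay above every untreated one in RPKM (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Of 10 measured genes of the interleukin-6 axis, 2 rose and none fell, and the median log2 fold change was -0.07, while camera gave the direction up at an adjusted p = 0.345. The epithelial genes rose in these libraries together with IL6R. IL6 was not analysed here.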

## Conclusion

Transplantation of hUCB-MSCs promoted structural reconstruction and regulated inflammatory environment in IUA endometrium through NF-κB signaling. We firstly demonstrated that hUCB-MSCs can differentiate into normal endometrial tissue in rabbit. It was proved that hUCB-MSCs may be a promising therapy for humans with IUA. Of course, more research is needed on the long-term safety profile and effectiveness for patients with IUA.

## Supplementary Information

**Additional file 1:** The concentration and expression analysis of cytokines in Discussion.

## Data Availability

The RNA-seq and scRNA-seq datasets can be available in GEO with accession number GSE205997. The original images and statistic tables were attached in Additional file 1.

## Abbreviations

hUCB-MSCs: Human umbilical cord blood-derived mesenchymal stem cells
ER: Estrogen receptor
H&E: Hematoxylin and eosin
WB: Western blot
IUA: Intrauterine adhesion
TGF: Transforming growth factor
IL: Interleukin
MCP: Monocyte chemoattractant protein
CCL: Chemokine ligand
TLR: Toll-like receptor
LAT: Linker for activation of T cells

## References

[1] Yu D, Wong YM, Cheong Y, Xia E, Li TC (2008). Asherman syndrome–one century later. Fertil Steril.

[2] Deans R, Abbott J (2010). Review of intrauterine adhesions. J Minim Invasive Gynecol.

[3] Conforti A, Alviggi C, Mollo A, De Placido G, Magos A (2013). The management of Asherman syndrome: a review of literature. Reprod Biol Endocrinol.

[4] Johary J, Xue M, Zhu X, Xu D, Velu PP (2014). Efficacy of estrogen therapy in patients with intrauterine adhesions: systematic review. J Minim Invasive Gynecol.

[5] Lin X, Zhang Y, Pan Y, He S, Dai Y, Zhu B, Wei C, Xin L, Xu W, Xiang C (2018). Endometrial stem cell-derived granulocyte-colony stimulating factor attenuates endometrial fibrosis via sonic hedgehog transcriptional activator Gli2. Biol Reprod.

[6] Chen L, Zhang H, Wang Q, Xie F, Gao S, Song Y, Dong J, Feng H, Xie K, Sui L (2017). Reproductive outcomes in patients with intrauterine adhesions following hysteroscopic adhesiolysis: experience from the largest women's Hospital in China. J Minim Invasive Gynecol.

[7] Strug M, Aghajanova L (2021). Making more womb: clinical perspectives supporting the development and utilization of mesenchymal stem cell therapy for endometrial regeneration and infertility. J Pers Med.

[8] Xia L, Meng Q, Xi J, Han Q, Cheng J, Shen J, Xia Y, Shi L (2019). The synergistic effect of electroacupuncture and bone mesenchymal stem cell transplantation on repairing thin endometrial injury in rats. Stem Cell Res Ther.

[9] Chi Y, He P, Lei L, Lan Y, Hu J, Meng Y, Hu L (2018). Transdermal estrogen gel and oral aspirin combination therapy improves fertility prognosis via the promotion of endometrial receptivity in moderate to severe intrauterine adhesion. Mol Med Rep.

[10] Zhu Y, Hu J, Yu T, Ren Y, Hu L (2016). High molecular weight hyaluronic acid inhibits fibrosis of endometrium. Med Sci Monit.

[11] Xue X, Chen Q, Zhao G, Zhao JY, Duan Z, Zheng PS (2015). The Overexpression of TGF-beta and CCN2 in intrauterine adhesions involves the NF-kappaB Signaling Pathway. PLoS ONE.

[12] Wang X, Ma N, Sun Q, Huang C, Liu Y, Luo X (2017). Elevated NF-kappaB signaling in Asherman syndrome patients and animal models. Oncotarget.

[13] Placek K, Schultze JL, Aschenbrenner AC (2019). Epigenetic reprogramming of immune cells in injury, repair, and resolution. J Clin Invest.

[14] Chen JM, Huang QY, Zhao YX, Chen WH, Lin S, Shi QY (2021). The latest developments in immunomodulation of mesenchymal stem cells in the treatment of intrauterine Adhesions. Both allogeneic and autologous. Front Immunol.

[15] Sagaradze GD, Basalova NA, Efimenko AY, Tkachuk VA (2020). Mesenchymal stromal cells as critical contributors to tissue regeneration. Front Cell Dev Biol.

[16] Hou X, Liu Y, Streuli I, Dallenbach P, Dubuisson J, Ansaldi Y, Pluchino N (2019). Endometrial regeneration in asherman's syndrome: clinical and translational evidence of stem cell therapies. Curr Stem Cell Res Ther.

[17] Lee OK, Kuo TK, Chen WM, Lee KD, Hsieh SL, Chen TH (2004). Isolation of multipotent mesenchymal stem cells from umbilical cord blood. Blood.

[18] Stiner R, Alexander M, Liu G, Liao W, Liu Y, Yu J, Pone EJ, Zhao W, Lakey JRT (2019). Transplantation of stem cells from umbilical cord blood as therapy for type I diabetes. Cell Tissue Res.

[19] Jeon HJ, Yoon KA, An ES, Kang TW, Sim YB, Ahn J, Choi EK, Lee S, Seo KW, Kim YB (2020). Therapeutic effects of human umbilical cord blood-derived mesenchymal stem cells combined with cartilage acellular matrix mediated via bone morphogenic protein 6 in a rabbit model of articular cruciate ligament transection. Stem Cell Rev Rep.

[20] Yang S, Wei Y, Sun R, Lu W, Lv H, Xiao X, Cao Y, Jin X, Zhao M (2020). Umbilical cord blood-derived mesenchymal stromal cells promote myeloid-derived suppressor cell proliferation by secreting HLA-G to reduce acute graft-versus-host disease after hematopoietic stem cell transplantation. Cytotherapy.

[21] Dominici M, Le Blanc K, Mueller I, Slaper-Cortenbach I, Marini F, Krause D, Deans R, Keating A, Prockop D, Horwitz E (2006). Minimal criteria for defining multipotent mesenchymal stromal cells. The International Society for Cellular Therapy position statement. Cytotherapy.

[22] Liu F, Zhu ZJ, Li P, He YL (2013). Creation of a female rabbit model for intrauterine adhesions using mechanical and infectious injury. J Surg Res.

[23] Qiu X, Mao Q, Tang Y, Wang L, Chawla R, Pliner HA, Trapnell C (2017). Reversed graph embedding resolves complex single-cell trajectories. Nat Methods.

[24] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[25] Chen QH, Wu F, Liu L, Chen HB, Zheng RQ, Wang HL, Yu LN (2020). Mesenchymal stem cells regulate the Th17/Treg cell balance partly through hepatocyte growth factor in vitro. Stem Cell Res Ther.

[26] Dorronsoro A, Ferrin I, Salcedo JM, Jakobsson E, Fernandez-Rueda J, Lang V, Sepulveda P, Fechter K, Pennington D, Trigueros C (2014). Human mesenchymal stromal cells modulate T-cell responses through TNF-alpha-mediated activation of NF-kappaB. Eur J Immunol.

[27] Alawadhi F, Du H, Cakmak H, Taylor HS (2014). Bone Marrow-Derived Stem Cell (BMDSC) transplantation improves fertility in a murine model of Asherman's syndrome. PLoS ONE.

[28] Santamaria X, Cabanillas S, Cervello I, Arbona C, Raga F, Ferro J, Palmero J, Remohi J, Pellicer A, Simon C (2016). Autologous cell therapy with CD133+ bone marrow-derived stem cells for refractory Asherman's syndrome and endometrial atrophy: a pilot cohort study. Hum Reprod.

[29] Cervello I, Gil-Sanchis C, Santamaria X, Cabanillas S, Diaz A, Faus A, Pellicer A, Simon C (2015). Human CD133(+) bone marrow-derived stem cells promote endometrial proliferation in a murine model of Asherman syndrome. Fertil Steril.

[30] Masuda H, Matsuzaki Y, Hiratsu E, Ono M, Nagashima T, Kajitani T, Arase T, Oda H, Uchida H, Asada H (2010). Stem cell-like properties of the endometrial side population: implication in endometrial regeneration. PLoS ONE.

[31] Cortes-Araya Y, Amilon K, Rink BE, Black G, Lisowski Z, Donadeu FX, Esteves CL (2018). Comparison of antibacterial and immunological properties of mesenchymal stem/stromal cells from equine bone marrow, endometrium, and adipose tissue. Stem Cells Dev.

[32] Queckborner S, Syk Lundberg E, Gemzell-Danielsson K, Davies LC (2020). Endometrial stromal cells exhibit a distinct phenotypic and immunomodulatory profile. Stem Cell Res Ther.

[33] Gan L, Duan H, Xu Q, Tang YQ, Li JJ, Sun FQ, Wang S (2017). Human amniotic mesenchymal stromal cell transplantation improves endometrial regeneration in rodent models of intrauterine adhesions. Cytotherapy.

[34] Wakabayashi K, Hamada C, Kanda R, Nakano T, Io H, Horikoshi S, Tomino Y (2014). Adipose-derived mesenchymal stem cells transplantation facilitate experimental peritoneal fibrosis repair by suppressing epithelial-mesenchymal transition. J Nephrol.

[35] Bandeira F, Goh TW, Setiawan M, Yam GH, Mehta JS (2020). Cellular therapy of corneal epithelial defect by adipose mesenchymal stem cell-derived epithelial progenitors. Stem Cell Res Ther.

[36] Lu X, Cui J, Cui L, Luo Q, Cao Q, Yuan W, Zhang H (2019). The effects of human umbilical cord-derived mesenchymal stem cell transplantation on endometrial receptivity are associated with Th1/Th2 balance change and uNK cell expression of uterine in autoimmune premature ovarian failure mice. Stem Cell Res Ther.

[37] Zhang L, Li Y, Guan CY, Tian S, Lv XD, Li JH, Ma X, Xia HF (2018). Therapeutic effect of human umbilical cord-derived mesenchymal stem cells on injured rat endometrium during its chronic phase. Stem Cell Res Ther.

[38] Soundararajan M, Kannan S (2018). Fibroblasts and mesenchymal stem cells: Two sides of the same coin?. J Cell Physiol.

[39] Xin L, Lin X, Zhou F, Li C, Wang X, Yu H, Pan Y, Fei H, Ma L, Zhang S (2020). A scaffold laden with mesenchymal stem cell-derived exosomes for promoting endometrium regeneration and fertility restoration through macrophage immunomodulation. Acta Biomater.

[40] Galipeau J, Sensebe L (2018). Mesenchymal stromal cells: clinical challenges and therapeutic opportunities. Cell Stem Cell.

[41] Weiss ARR, Dahlke MH (2019). Immunomodulation by Mesenchymal Stem Cells (MSCs): mechanisms of action of living, apoptotic, and dead MSCs. Front Immunol.

[42] Song N, Scholtemeijer M, Shah K (2020). Mesenchymal stem cell immunomodulation: mechanisms and therapeutic potential. Trends Pharmacol Sci.

[43] Xu G, Zhang Y, Zhang L, Ren G, Shi Y (2007). The role of IL-6 in inhibition of lymphocyte apoptosis by mesenchymal stem cells. Biochem Biophys Res Commun.

[44] Kimura A, Kishimoto T (2010). IL-6: regulator of Treg/Th17 balance. Eur J Immunol.

[45] Dorronsoro A, Lang V, Ferrin I, Fernandez-Rueda J, Zabaleta L, Perez-Ruiz E, Sepulveda P, Trigueros C (2020). Intracellular role of IL-6 in mesenchymal stromal cell immunosuppression and proliferation. Sci Rep.

[46] Keller B, Zaidman I, Yousefi OS, Hershkovitz D, Stein J, Unger S, Schachtrup K, Sigvardsson M, Kuperman AA, Shaag A (2016). Early onset combined immunodeficiency and autoimmunity in patients with loss-of-function mutation in LAT. J Exp Med.

[47] Malissen B, Aguado E, Malissen M (2005). Role of the LAT adaptor in T-cell development and Th2 differentiation. Adv Immunol.

[48] Shen S, Chuck MI, Zhu M, Fuller DM, Yang CW, Zhang W (2010). The importance of LAT in the activation, homeostasis, and regulatory function of T cells. J Biol Chem.

[49] Thaker YR, Schneider H, Rudd CE (2015). TCR and CD28 activate the transcription factor NF-kappaB in T-cells via distinct adaptor signaling complexes. Immunol Lett.

# Supplementary material for: Human umbilical cord blood-derived MSCs trans-differentiate into endometrial cells and regulate Th17/Treg balance through NF-κB signaling in rabbit intrauterine adhesions endometrium
**Source:** Stem Cell Res Ther. 2022 Jul 15;13:301. doi: 10.1186/s13287-022-02990-1
**Supplement:** Supplementary file 1 — Additional file 1: The concentration and expression analysis of cytokines in Discussion.

**The Supplemental Figures of DOI: 10.1186/s13287-022-02990-1**

**Title:** **Human umbilical cord blood-derived MSCs trans-differentiate into endometrial cells and regulate Th17/Treg balance through NF-κB signaling in rabbit intrauterine adhesions endometrium**

**The concentration and expression analysis of cytokines in Discussion**

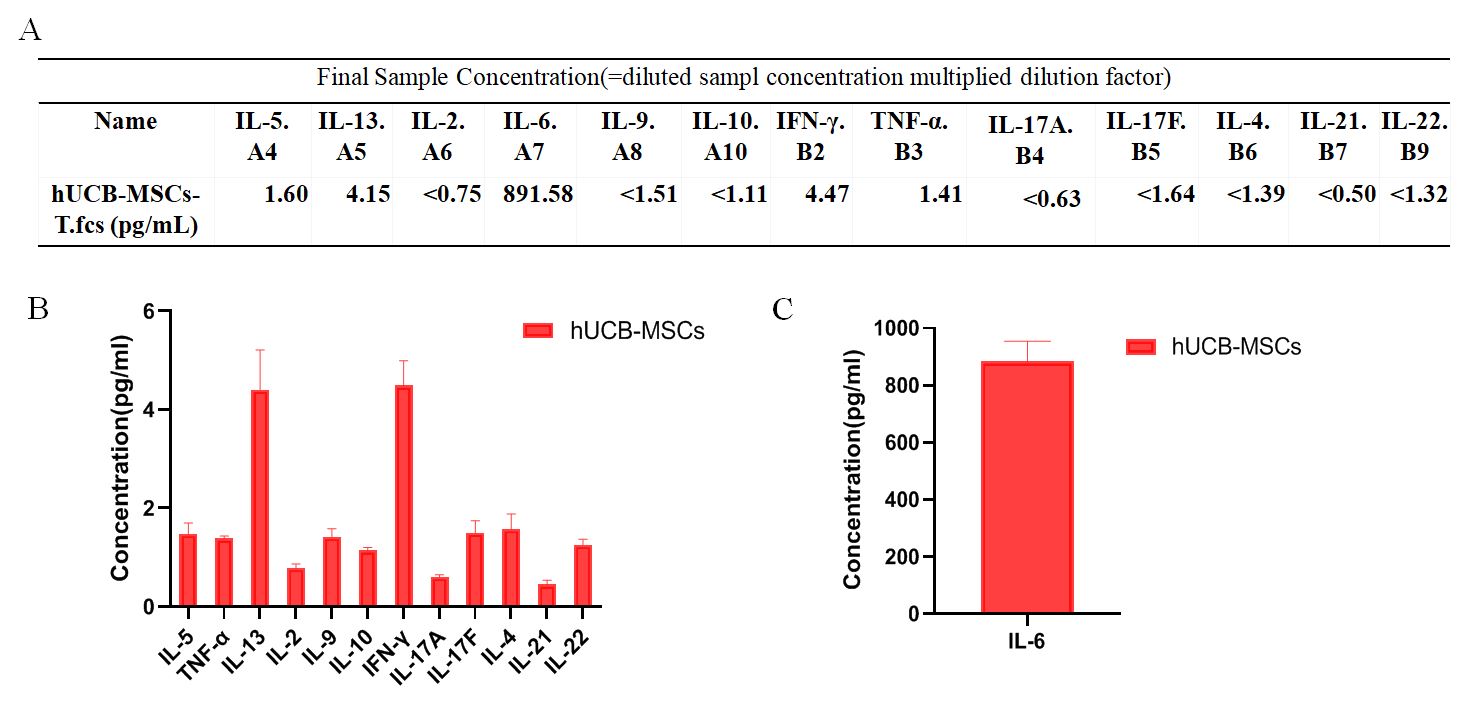

**Supplemental Figure 1. Cytokine concentrations of P3 hUCB-MSCs. (A)The table of all cytokine concentrations were detected in the media of P3 hUCB-MSCs. (B-C) The barplot of all cytokine concentrations were detected in the media of P3 hUCB-MSCs.**

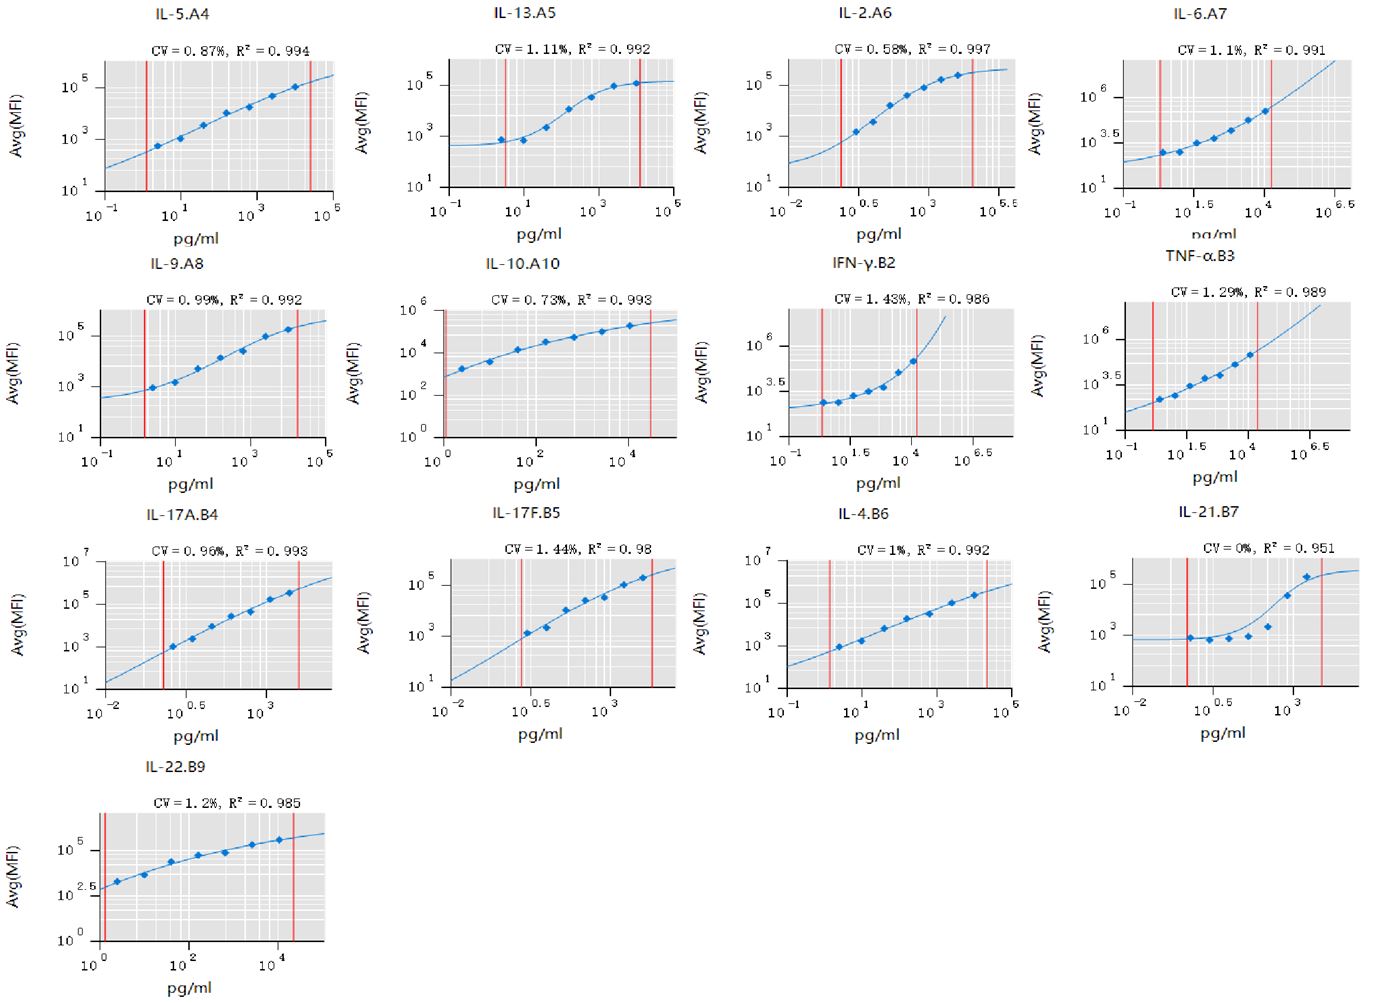

**Supplemental Figure 2. Standard Curves of 13 cytokines by flow cytometry.**

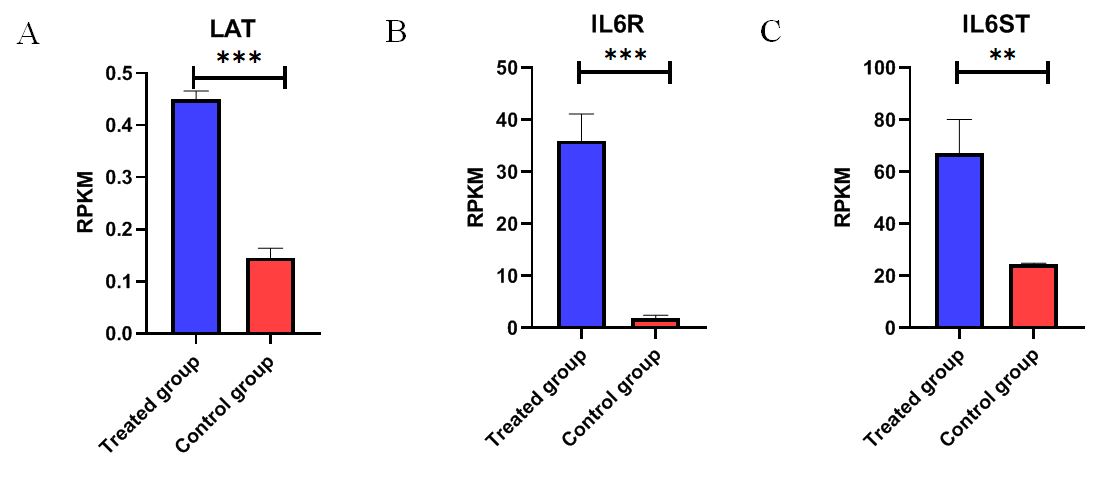

**Supplemental Figure 3. The expression of LAT, IL6R and IL6ST detected by RNA sequencing were significantly elevated compared with pre-treatment.**

How the deposited data were processed for this re-analysis (not part of the article)

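Uterine tissue of rabbits with IUA was compared between 3 libraries without cells, taken at day 28, and 3 libraries after hUCB-MSC treatment. The authors deposited whole-number counts per gene, made from paired reads of 150 bases by alignment to a reference genome. The submitters' processing notes name Trimmomatic 0.36, featureCounts and Subread 1.5.1. The aligner, genome build, annotation and use of strand are not given in the sources used here. The part of the deposited count table used here ends inside the row of 1 gene, which was left out, and holds 18413 genes, of which 1767 have no count in any library. Library totals are therefore totals of this part. They were 15927613 to 20806647 with a median of 19203517 in the untreated group and 12027810 to 16077800 with a median of 13785606 in the treated group. The deposited exon length of each gene was used only for RPKM.

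From these counts, edgeR 4.0.16 in R 4.3.3 gave the main comparison, with TMM scaling, filterByExpr at its minimum count of 10 and total of 15, the quasi-likelihood test and Benjamini-Hochberg adjustment over 12648 genes. The standard error of a log2 fold change is the coefficient divided by the square root of the F statistic, which is approximate. Of 41 gene lists written from textbook knowledge before the data were examined, the 36 with at least 5 tested members entered camera of limma 3.58.1 with a preset correlation of 0.01, and Fisher's exact test among the genes past the lines of the volcano plot. The lists are not GO or KEGG terms. Members were matched by symbol, or by a synonym from a RefSeq gene table of assembly mOryCun1.1, and no coordinates were taken from that table. Named genes were chosen by a rule fixed then. They are the genes the paper names, the 10 genes with a symbol that rose most and the 10 that fell most with groups that do not overlap and a mean of at least 1 CPM in the higher group, and for each list up to 4 members with the smallest p, or the 2 with the highest mean where none passed. NFKBIZ, CYLD, NCK1, TEC, RORA, STAT3 and ENTPD1 were chosen after their values were seen. For genes with no count in a group, folds are lower bounds against a floor of 3 counts over the group, and these bounds and the 95% intervals of low counts cover counting error only.

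The tests were tried on simulated data, with 200 of the genes changed in each of 3 simulations of the treated against untreated comparison and 12396 to 12432 genes tested. edgeR recovered 3.67% of the genes changed 2-fold and 53.7% of those changed 4-fold, with 8 false calls among 180. limma-voom made 6 false calls among 169. DESeq2 1.42.0 recovered 25.7% and 75.0%, with 101 false calls among 403, or 25.1% where the threshold allows about 5%. Over 9 simulations with 3 choices of dispersion, these 3 and 6 added after the data were seen, the share of false calls was 12.4% to 27.1% for DESeq2, 0% to 9.43% for edgeR and 0% to 10.4% for limma-voom. A limit on false calls had been set for every tool, and it was dropped for DESeq2 after this result was seen. DESeq2, the tool the paper names, had been set as an alternative before these simulations were run.

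Alternatives fixed with the lists were DESeq2, DESeq2 size factors in edgeR, library totals only, no filter, a filter of at least 1 CPM in 3 libraries, limma-voom, the replicate number as a block, each library left out, camera with an estimated correlation, fry, enrichment with other sets of called genes, and TMM scaling of RPKM. The sum of untreated libraries 1 and 3 was added after their similarity was seen, and the estimated correlation for the cell cycle list without untreated replicate 2 after its preset result was seen. Lists of neutrophils, red blood cells, nerve and Schwann cells, mast cells and mitochondrially encoded mRNAs had too few tested members. Genes with no entry under their symbol in the part of the table used here, among them RELA, IL6, MKI67, TGFB1, FOXP3, IL2RA, CCL5 and GAPDH, were not analysed here, and whether they are among the genes without a symbol was not tested.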

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

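All tests of explanations given here were chosen after the result was seen. The gene groups in this part lie outside those the paper discusses for these libraries, and each passed limma camera with a preset correlation, while none passed with an estimated correlation, where the lowest adjusted p was 0.248.

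Genes of epithelial and glandular cells had a median log2 fold change of 4.30 and those of ciliated epithelial cells one of 4.22, while smooth muscle genes had one of -2.27. A lower share of smooth muscle alone, with the other cell types unchanged relative to each other, would raise all their genes alike. This narrow form was argued against by the endothelial genes, with 0.23 as the third quartile against 2.55 as the epithelial first quartile. The test cannot decide where the share of endothelial cells changed along with that of smooth muscle. The endothelial value depends on untreated replicate 2, without which the quartiles were 1.07 and 3.27, and the endothelial quartile stayed below the epithelial one in the main fit and under the 14 alternatives run. Scaling cannot be the whole of it, since a factor per library shifts all genes of that library alike and cannot close the gap between these lists. With library totals the medians were 4.55 for the epithelial and -1.95 for the smooth muscle genes. The change from TMM to library totals shifted the median of all genes by 0.29, which does not bound the error of either scaling. A larger share of endometrial epithelium in the pieces sampled, apart from any effect of the cells, may also give this pattern: the lowest treated library lay above the highest untreated one by 2.73 in mean epithelial level, as log2 of CPM plus 1. Because each piece of tissue belongs to 1 group, sampling and a response to hUCB-MSCs cannot be told apart here. Time after surgery stays open as well, untested. So does the second laparotomy with injection, which the paper describes for the hUCB-MSC treated rabbits and not for the untreated ones. By single-cell sequencing, the paper reports human-derived cells in a treated sample, most of them annotated as epithelial. Whether reads from human cells entered these counts was not tested.

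Tight junction genes had a median log2 fold change of 2.21, with 9 of 15 higher, and some of them are also in the epithelial list. The median of the immediate early genes was -2.58. Genes of fibrosis and extracellular matrix had a median of -1.03, with 6 of 18 lower, and that list shares ACTA2 with the smooth muscle list. Its mean level was 9.33, 7.85 and 9.24 in the untreated and 6.69, 7.79 and 7.98 in the treated libraries, as log2 of CPM plus 1, so untreated replicate 2 lay below treated replicate 3. Heat shock genes had a median of -0.76, with 5 of 16 lower. The median of the nuclear genes of oxidative phosphorylation was -0.74, with 1 of 15 lower. Interferon response genes had a median of 1.30, with 5 of 12 higher.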

How the results depend on the processing

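The sum of untreated libraries 1 and 3, and the estimated correlation without untreated replicate 2, were chosen after seeing the data. Apart from the values given below, the counts of genes stayed within 1.5 times their value, and IL6R and IL6ST kept their direction and their calls under all alternatives run. DESeq2 changed 3640 genes, 1609 of them lower, and these include all 2300 of edgeR. The simulations changed only 200 genes each, so their share of false calls cannot be carried over to these 3640. With library totals 446 genes were lower, and 536 past the lines of the volcano plot, and with the replicate number as a block 527 were lower. The replicate numbers do not pair the libraries. With untreated libraries 1 and 3 summed, 755 genes changed, 567 higher and 188 lower. Leaving out 1 library at a time gave 725 to 2995 changed genes, 548 to 1821 higher and 177 to 1319 lower, and 741 to 1482 lower past the lines of the volcano plot. The totals were 736 without untreated replicate 1, 725 without untreated replicate 3 and 980 without treated replicate 3. Of 104 other named genes that passed, 42 no longer did without untreated replicate 1, and 41 without untreated replicate 3. A group of 2 libraries leaves fewer degrees of freedom, and for the other changes the cause was not tested.

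NCK1, TEC, NFKBIZ, CYLD, RORA, STAT3 and ENTPD1 were not followed over the alternatives. With library totals, which shift all genes up, NFKB1 was at 0.0045 (adjusted p = 0.992 from edgeR) and ESR1 at 0.11 on the log2 scale. LAT passed at 1.60 with DESeq2 and at 1.88 with library totals. Genes that did not pass turned their sign as well. Without 1 library, TLR4 ran from -0.95 to 0.78, ENG from -0.17 to 0.94, where it passed without untreated replicate 2 (adjusted p = 0.0259), CD34 from -0.63 to 0.11 and CD14 from -0.18 to 0.46, and with untreated libraries 1 and 3 summed ENG was at -0.12 and CD14 at -0.069. The RPKM of IL6ST in the untreated group was 34.9 with TMM scaling.

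Of 36 lists, 12 passed camera, 0 with an estimated correlation, 20 with fry and 32 with its mixed test, which do not compare a list with other genes. With an estimated correlation the adjusted p was 0.248 for Th17 and for T cell receptor signaling and 0.495 for migration. With fry and its mixed test it was 0.0402 and 1.49e-04 for the NF-κB pathway and 0.0374 and 0.00751 for Th1, and with the mixed test 0.00171 for Th2 and 2.84e-04 for leukocyte adhesion. Without 1 library it ran from 0.0425 to 0.203 for Th2 and from 0.00653 to 0.687 for the cell cycle, which without untreated replicate 2 and with an estimated correlation gave 0.582. The median log2 fold change without 1 library ran from 0.91 to 1.72 for T and NK cells, 1.87 to 2.96 for tight junctions, -3.57 to -2.15 for immediate early genes, -1.41 to -0.79 for fibrosis, -1.07 to -0.54 for heat shock, -1.10 to -0.47 for oxidative phosphorylation and 0.97 to 1.53 for interferon response. With at least 1 CPM in 3 libraries it was 0.58 for T and NK cells and 0.85 for T cell receptor signaling. Lists that did not pass turned their direction. Leukocyte adhesion did so with the block at 0.992, with fry at 0.734 and in a leave-one-out range of 0.681 to 0.948. Endothelial genes did so with limma-voom at 0.758, with the block at 0.992, with fry at 0.980 and in a leave-one-out range of 0.125 to 0.842. Angiogenic factors did so with limma-voom at 0.940, with fry at 0.932 and in a leave-one-out range of 0.512 to 0.842. Clock genes did so with DESeq2 at 0.867, with fry at 0.892 and in a leave-one-out range of 0.144 to 0.900. Fisher's test called 8 lists, 5 with library totals, 5 among higher genes only and 4 among lower genes only. Depth limits genes such as LAT, IL17A and CTLA4, which had few counts.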

Differences from the paper's values

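No test in this part was chosen after the result was seen. The paper's figures give FPKM and the values here are RPKM over the part of the table used. For NFKB1 in the treated group, the paper shows about 16 in Fig. 6E, read by eye, and the value here was 26.7. With TMM scaling it was 24.1, which also differs. In the untreated group the paper shows about 21, read by eye. The value here was 26.6 ± 8.72 (SD, n = 3), which is not listed as different. For IL6R in the treated group, the paper shows about 36 in Supplemental Figure 3, read by eye, and the value here was 56.3. For IL6ST in the treated group, the paper shows about 67 in Supplemental Figure 3, read by eye, and the value here was 103.9. For LAT in the treated group, the paper shows about 0.45 in Supplemental Figure 3, read by eye, and the value here was 0.699. Values are listed as different here where one is over 1.5 times the other and they lie apart by more than the SD between libraries. With TMM scaling IL6R, IL6ST and LAT were at 51.4, 94.6 and 0.635, still 1.43, 1.41 and 1.41 times the paper's values but under that limit.

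The paper states that NFKB1 mRNA fell significantly with treatment by RNA sequencing, and that qRT-PCR bore this out. The qRT-PCR values were not examined here. Here its log2 fold change was -0.27 with an adjusted p of 0.414 from edgeR, and no alternative run called it, with adjusted p from 0.315 to 0.992. In the simulations edgeR recovered 3.67% of the genes changed 2-fold, and the paper's figure shows a smaller change, from about 21 to about 16. The lack of a call therefore says little about a fall of that size. The paper states that LAT rose significantly. Here LAT passed with DESeq2 and with library totals and under no other alternative, while IL6R and IL6ST rose here too. The paper's GO analysis names cell proliferation and migration. Here 2 of 22 cell cycle genes lay past the lines of the volcano plot, against 4.78 expected (adjusted p = 0.968, one-sided Fisher's exact test), and 6 of 18 migration genes, against 3.91 expected (adjusted p = 0.338). With the genes at an adjusted p under 0.05 from edgeR in place of the lines, the migration list was enriched, at 9 of 18 against 3.52 expected (adjusted p = 0.0160). Its KEGG analysis names Th1, Th2 and Th17 differentiation, T cell receptor signaling and NF-κB signaling. Here the T cell receptor list passed the same test, though not with library totals or without untreated replicate 1, untreated replicate 2 or treated replicate 2, where its adjusted p ran from 0.0687 to 0.140. The other lists did not pass, with adjusted p of 0.462, 0.847, 0.242 and, for the NF-κB pathway, 0.847. The Th1, Th2 and Th17 lists had only 5, 5 and 6 tested members, so a failure to pass says little about them. Past the lines lay 2, 1 and 3 of these members, against 1.09, 1.09 and 1.30 expected. The lists here are not GO or KEGG terms. The paper's statistics section sets p under 0.05 in general, and its text names no fold change or enrichment threshold.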

Other observations

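All tests of explanations given here were chosen after the result was seen. Genes that respond to interferon were higher in the treated group, with 5 of 12 risen, none fallen and 7 not passing, and 8 risen and 1 fallen when adjusted over the list alone (limma camera, adjusted p = 0.0106, and adjusted p = 0.495 with an estimated correlation). OAS1, OAS2, OAS3 and OASL, of the family of oligoadenylate synthetases, had log2 fold changes of 1.95, 1.75, 2.01 and 2.12. When 1 library was left out, the adjusted p from edgeR reached 0.0922 for OAS1, 0.103 for OAS2 and 0.165 for OASL, and OAS3 passed throughout. Of 5 genes of MHC class II presentation, CIITA, the master regulator of these genes, rose by a log2 fold change of 2.67 and CD74, the invariant chain, by 1.74, and CIITA did not pass without untreated replicate 1 or treated replicate 3, with an adjusted p of up to 0.0590. Of 7 mesothelial genes 3 rose and 1 fell, with CALB2, which encodes calretinin, at 6.30 and WT1 at -1.16. CALB2 did not pass with limma-voom, at an adjusted p of 0.124, and WT1 passed only without untreated replicate 2 among the leave-one-out fits, with an adjusted p of up to 0.164. Of 6 B and plasma cell genes, CD22 rose, with 2.53. Of 13 genes of steroid hormone response 5 rose and 1 fell (camera, adjusted p = 0.0565), among them IHH, a signal from epithelium to stroma, at 5.18, and STC1 at 3.62. PGR, the progesterone receptor, had a log2 fold change of 0.98 (adjusted p = 0.0265 from edgeR, and up to 0.129 when 1 library was left out) and ESR1, the estrogen receptor, one of -0.17 (adjusted p = 0.643). VEGFA, an angiogenic factor, had 2.02.

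Among genes that fell, HSPA2 and CRYAB of the heat shock list had log2 fold changes of -2.88 and -1.97, and DCN and SFRP4 of 13 stromal fibroblast genes, of which 4 fell, had -2.00 and -4.08. SFRP4 had an adjusted p of up to 0.0788 when 1 library was left out. ACTA2 and THBS1 of the fibrosis list had -3.84 and -2.12, with an adjusted p of 0.0718 and 0.0509 without treated replicate 3, ACTA2 also did not pass without untreated replicate 3 or with the replicate block, and CCN2, which encodes CTGF, had -1.11 (adjusted p = 0.154 from edgeR), and passed only without untreated replicate 2 among the alternatives run, at -1.55 (adjusted p = 0.00313). Of 16 TGF-β signaling genes 2 rose and 6 fell, with SMAD7, an inhibitor of the pathway, at 1.49. ADIPOQ, of 5 adipocyte genes, had -4.24. Of 9 skeletal muscle genes 2 fell, of 9 cytosolic ribosomal protein genes 1 fell, of 14 clock genes 1 rose and 1 fell, of 16 genes of hypoxia and glycolysis 3 rose and 2 fell, of 15 angiogenic factors 1 rose and 2 fell, and of 9 surface markers of mesenchymal stem cells 4 fell. The median log2 fold change by quartile of gene length was -0.13, 0.01, 0.06 and 0.10. CCL2 had 12 counts in the untreated and 0 in the treated libraries, and CXCL8 had 17 and 2.

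More T cells in the treated tissue may stand behind the T helper and T cell receptor genes that rose. The highest log2 fold change among 6 T and NK cell markers was 2.62, above the first quartile of 1.99 of the 13 genes that rose, while the medians were 1.27 and 2.86. The markers are too few to decide, and some of these genes can be expressed by epithelium, whose genes were higher in the same libraries.

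The RPKM of the 4 genes shown by the paper lay above its values by a like ratio for each gene, 1.253 to 1.32 in the untreated and 1.55 to 1.67 in the treated group. Library totals that differ from those of the part of the table used here would give such a ratio, and the highest ratio was 1.08 times the lowest within a group. This is consistent with other totals, without showing which were used.

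Of the 10 splits of the 6 libraries into groups of 3, the real one gave 2300 changed genes and the highest other 0. Only 1 split, the real one itself, was therefore as large. Past the lines of the volcano plot the real split gave 2679 genes and the highest other 491, again 1 split as large. For lists passing camera the real split gave 12 and the highest other 13, so 3 splits were as large, the real one included. Every other split mixes treated and untreated libraries in both groups. A difference between the real groups then adds to the spread within the mixed ones and lowers the calls, so these splits are no baseline free of that difference. With 10 splits no share under 0.05 can be reached.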
